# Boosting Sensory Nerve‐to‐Bone Interactions Enhances Hedgehog Mediated Calvarial Bone Repair

**DOI:** 10.1002/advs.75389

**Published:** 2026-04-20

**Authors:** Zhao Li, Xin Xing, Beicheng Du, Myles Zhou, Austin Z. Chen, Mary Archer, Chunbao Rao, Manyu Zhu, Masnsen Cherief, Aaron W. James

**Keywords:** bone regeneration, calvarial defect, hedgehog signaling, neuron–bone crosstalk, sensory neuron, skeletal stem cell, TrkA

## Abstract

Any person that has broken a bone can attest to the existence of sensory innervation of the skeleton. Beyond afferent functions, sensory neurons have been implicated in the orchestration of bone repair via the release of neuroregulatory signals. Yet, these neurosecretory effects have principally been deciphered through loss‐of‐function studies. Indeed, the potential therapeutic benefit of boosting nerve‐to‐bone interactions remains cursorily studied. Here, using a mouse calvarial bone defect model, pharmacologic activation of TrkA with a small molecule partial agonist induced bone‐associated nerve ingrowth and significantly improved calvarial bone healing. Single‐cell RNA sequencing analysis of cells from the defect site revealed shifts in cluster proportions, with enrichment of immune cell populations in TrkA agonist‐treated mice. Within the skeletal cell lineage, TrkA agonism enhanced osteoblast differentiation while suppressing fibroblastic differentiation. Pathway analysis showed increased Hedgehog signaling activity, and interactome analyses between trigeminal ganglia sensory neurons and skeletal cells implicated Hedgehog signaling. The pro‐regenerative effects of TrkA agonism were abolished in conditional knockout mice lacking Smoothened (*Smo*) in PDGFRα^+^ skeletal progenitor cells. In summary, boosting sensory nerve signaling enhances membranous bone repair after injury, at least in part via Hedgehog pathway activation in osteoprogenitor cells.

## 1 Introduction

The skeletal system is intimately connected with the peripheral nervous system, a relationship most acutely experienced during bone injury. Bone is richly innervated by sensory nerves [1], and the majority of sensory nerve fibers innervating the skeleton express tropomyosin receptor kinase A (TrkA), the high‐affinity receptor for nerve growth factor (NGF) [2]. While it has been previously established that sensory nerves mediate bone pain primarily through nerve growth factor activating TrkA‐expressing neurons and enhancing nociceptive pathways [3], the broader functions of sensory nerves in bone have only recently begun to be elucidated.

The regulatory roles of sensory nerves in bone metabolism are increasingly recognized. Much focus has been placed on the appendicular skeleton, where sensory innervation participates in long bone development [4] and fracture healing [5, 6, 7]. In comparison, relatively little is known about the dependence of calvarial bones—part of the craniofacial skeleton—on sensory innervation. Craniofacial bones develop primarily through intramembranous ossification [8], and emerging evidence indicates that sensory and sympathetic nerves play critical roles in their regeneration, interacting with bone through neuropeptides, neurotransmitters, and other signaling molecules [9].

For instance, neurotrophic mechanisms involving NGF direct sensory nerve transit in cranial bone, supporting vascularization and osteogenesis [10]. Sensory nerves also regulate mesenchymal progenitor cells in craniofacial bone, influencing remodeling and repair processes [6]. Other groups have also shown TrkA agonism augments the anabolic response to mechanical load [11], and improves long bone fracture healing in mice [12]. However, the key cells and pathways by which TrkA agonism enhances bone regeneration remain undefined.

In this study, we utilized single‐cell RNA sequencing of calvarial injury sites to elucidate the critical pathways through which activation of TrkA signaling enhances bone regeneration. Utilizing mouse calvarial defects as a model, we observed that targeting peripheral nerves to activate TrkA signaling led to robust increases in new bone formation. Through single‐cell RNA sequencing analysis, we demonstrate that activation of TrkA‐positive nerves enhances calvarial defect healing via stimulation of the Hedgehog signaling pathway.

## 2 Results

### 2.1 Small Molecule TrkA Agonism Improves Calvarial Bone Defect Repair

First, gambogic amide (GA), a small molecule TrkA agonist, was provided to mice during the process of cranial bone defect repair to promote local neuron growth and defect site re‐innervation using previously validated dosing (Figure 1A, 2mg/kg daily) [13]. Sections of the trigeminal ganglia were first examined, 7 days after injury (Figure 1B,C). Immunohistochemical staining of TrkA and phosphorylated TrkA (pTrkA) revealed that the number of pTrkA‐positive cells increased 276.2% after injury. Additionally, there was a notable 95.7% increase in the percentage of pTrkA‐positive cells within the trigeminal ganglion among GA‐treated mice in comparison to control (Figure 1B,C). Micro‐CT reconstructions and cross‐sectional images within the calvarial bone defect site demonstrated improved bone defect repair in GA treated animals in comparison to control (Figure 1D). Quantitative micro‐CT metrics of bone repair were next examined among GA treated mice (Figure 1E–I). Results showed a 59.8% increase in BV (Figure 1E), and a 55.1% increase in BV/TV (Figure 1F). Conversely, a 49.5% reduction in the residual diameter of the bone defect was observed (Figure 1G). This corresponded to a 32.2% increase in BFA (Figure 1H), and a significant increase in bone healing score. (Figure 1I). H&E staining confirmed notable bone defect healing between bony fronts in GA treated mice (Figure 1J, black arrowheads). To investigate the mechanisms underlying this bone repair process in GA treated mice, we first conducted immunohistochemical staining of Ki67, PDGFRα, OCN, TUBB3, and CD31 to determine potential differences in proliferation, skeletal progenitor cell migration, ossification, innervation, and revascularization 28 days post‐injury (Figure 1K–O). Ki67 and PDGFRα immunostaining of mesenchymal cells demonstrated a 98.2% increase and a 76.9% increase, respectively (Figure 1K,L). IHC staining of OCN showed a significant 151.1% increase in the number of mature osteoblasts among GA treated mice (Figure 1M). A significant 233.9% increase in TUBB3+ nerve fiber density was observed in GA treated mice compared to the control at 7 days post‐injury (Figure 1N). CD31 staining showed comparable vascular density between groups (Figure 1O). Taken together, Gambogic amide's selective binding to TrkA and triggering of its tyrosine phosphorylation initiated nerve changes in GA treated mice. These changes in the degree of injury site innervation appeared to be associated with a dramatic increase in proliferation, skeletal progenitor cell migration, and ossification within the bone injury site, leading to a robust improvement in calvarial bone defect repair.

**FIGURE 1:**
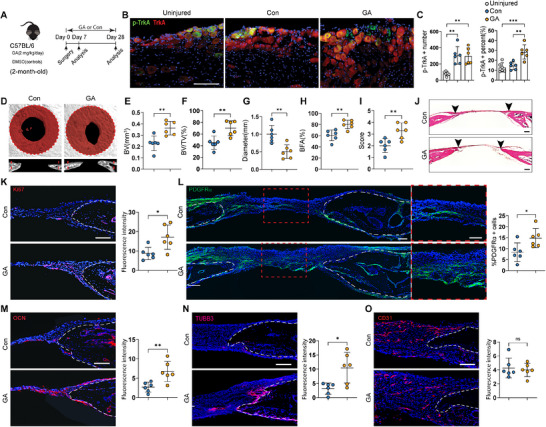
TrkA agonism using the small molecule gambogic amide improves calvarial bone defect repair. (A) Schematic of experiment, in which C57BL/6J mice (male, 2 mo old) were administered Gambogic amide (GA, 2 mg/kg/d IP) or DMSO‐vehicle, followed by frontal bone injury (circular calvarial defect, 1.8 mm diameter), with analysis performed 7 or 28 d post‐operatively. (B) Immunohistochemistry for TrkA (appearing red) and p‐TrkA (appearing green) within trigeminal ganglion sections of uninjured animals, as well as those with calvarial injury treated with either vehicle control or GA (7 d post‐injury). (C) Semi‐quantitative analysis of p‐TrkA positive cell number and p‐TrkA positive cell number percent. (D) Micro‐CT reconstructions of the defect site in a top‐down view (above) and coronal cross‐sectional images (below) among Control and GA treated animals, 28 d post‐injury. Margins of the original defect are indicated by dashed red lines. (E–I) Micro‐CT quantification of bone healing among Control‐ and GA‐treated mice (28 d post‐injury), including (E) Bone volume (BV), (F) Bone volume/tissue volume (BV/TV), (G) residual defect diameter, (H) Bone formation area (BFA), and (I) Bone Healing Score. (J) H&E staining of coronal cross‐section of the healing defect site from control‐ and GA‐treated mice at d28 post‐injury. Black arrowheads indicate healing bone edges. (K) Cellular proliferation at the bone defect edge, as assessed by Ki67 immunofluorescent staining at d7 post‐injury. Dashed white lines indicate the bone edge. (L) Mesenchymal cell migration, as assessed by Pdgfrα immunofluorescent staining. Tile scan (left) and high‐magnification images of the central defect (right) demonstrate migration of PDGFRα+ progenitor cells into the defect site at d7 post‐injury. (M–O) Immunohistochemical staining and semi‐quantitative analysis of Osteocalcin (OCN) 28 d post‐injury (M), Beta III Tubulin (TUBB3) (N), and CD31 (O) within the calvarial defect, d7 post‐injury. Dashed white lines indicate bone edges. In graphs, each dot represents a single animal. Black scale bar: 500 µm. White scale bar: 100 µm. N = 6 mice per group. Data are represented as mean ±1 SD. ns: non‐significant. ^*^ *P*<0.05, ^**^ *P*<0.01, and ^***^ *P*<0.001 as assessed using a two‐tailed Student's *t*‐test.

### 2.2 Single‐Cell Transcriptomic Profiling of Total Cells and Mesenchymal Lineage Subpopulation

To understand the mechanisms driving defect repair in TrkA agonist‐treated mice, we used single‐cell RNA sequencing (scRNA‐seq) of cells derived from the defect site of control and GA treated mice at the early timepoint of 7 days after injury (Figure 2A). 

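The values given from here on beside the scRNA-seq results were computed from the count matrices that the authors deposited for the calvarial defect. One library was made from mice given gambogic amide (GA) and 1 from mice given the vehicle, 10% DMSO. Each library pooled the defect tissue of 5 mice of 2 months, taken 7 days after a defect of 1.8 mm was made, so neither condition has replicates and no test between the conditions was made. The paper gives the dose as 2 mg/kg for 4 weeks, and the labels of the libraries give 1.2 mg/kg for 1 week. Injections of 100 µL began 24 h before injury. The matrices list the number of unique molecular identifiers (UMIs) that Cell Ranger counted for each gene in each barcode, without normalization. The median barcode held 10893 UMIs in the GA library and 15469.5 UMIs in the control library. The paper's limits on UMIs, genes and mitochondrial share left 9036 GA cells and 8093 control cells. After removal of predicted doublets, 8376 GA cells with 160388662 UMIs and 7555 control cells with 184414573 UMIs were kept. For each class of cells, UMIs were summed over its cells in a library and divided by their total (CPM), and genes were compared as the log2 ratio of GA over control. Shares of cells are given with exact Clopper-Pearson 95% intervals, their ratios with log-normal 95% intervals, and log2 ratios of genes with exact conditional binomial 95% intervals. All of these cover counting error only, and not differences between mice. A gene list is summarized by the median log2 ratio of its genes with at least 20 UMIs, with 95% limits from 1000 Poisson draws. Its percentile is given among 10000 lists drawn from genes of like mean CPM, as a description of these libraries.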

Unsupervised clustering identified sixteen cell clusters (Figure 2B), identified using expression patterns of known marker genes, including three clusters of mesenchymal lineage cells [expressing *Prrx1*, *Pdgfra*, *Msx1*, *Twist1*, and *Runx2*], nine clusters of hematopoietic cells [expressing *Ptprc*], two clusters of endothelial cells/pericytes [expressing Rgs5 and Emcn], and one cluster of hematopoietic stem cells (HSC) [expressing *Kit* and *Cd34*] (Figure 2C). 

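The 15931 cells fell into 34 clusters at Leiden resolution 1 after Harmony over the 2 libraries. Names were given from fixed marker lists, and cells are therefore called neutrophil-like, macrophage-like and so on. A total of 33 clusters received a name. The other held 80 cells with a median of 2281.5 UMIs, 49 of the GA library (0.585%, 0.433–0.773) and 31 of the control library (0.410%, 0.279–0.582). The thresholds of the naming rule were set after the data had been seen. The class called HSC-like was named from markers of stem cells and progenitors, among them Kit, Cd34, Mpo, Elane, Prtn3, Ctsg and Ms4a3. It is therefore no count of stem cells alone. Named classes covered mesenchymal, osteoblast, pericyte, endothelial, osteoclast, macrophage or monocyte, neutrophil, dendritic, plasmacytoid dendritic, B, plasma, T or NK, basophil or mast, erythroid and HSC-like cells.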

While each cluster was represented by cells from both control and GA treated mice, some shifts in cluster proportions were observed, including enrichment of immune cells, and osteoblasts cluster cells derived from GA treated mice (Figure 2D; Figure S1A). 

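Each of the 34 clusters held cells of both libraries, with at least 8 GA cells. Immune-like cells made up 86.7% (85.9–87.4) of the GA library and 72.7% (71.7–73.7) of the control library, a ratio of 1.19 (1.17–1.21). HSC-like and osteoclast-like cells are counted among them. Neutrophil-like cells rose from 2085 of 7555 control cells (27.6%, 26.6–28.6) to 4421 of 8376 GA cells (52.8%, 51.7–53.9). Macrophage-like or monocyte-like cells made up 16.1% (15.4–16.9) of the GA library and 24.2% (23.3–25.2) of the control library. Dendritic-like cells had shares of 1.92% and 4.25%, a ratio of 0.452 (0.375–0.545). HSC-like cells had shares of 4.86% (4.41–5.34) and 3.69% (3.28–4.14), a ratio of 1.32 (1.13–1.53), from 407 and 279 cells. With log1p of counts, 304 GA and 122 control cells received this name. Another 135 and 65 scored highest for it without a name. The size of this ratio therefore depends on the clustering. Cells of the mesenchymal lineage, osteoblast-like cells included, were 867 GA cells (10.4%, 9.71–11.0) and 1746 control cells (23.1%, 22.2–24.1), a ratio of 0.448 (0.415–0.483). The clustering of all cells gave 76 GA and 51 control osteoblast-like cells. They made up 0.907% (0.716–1.13) of the GA library and 0.675% (0.503–0.887) of the control library, a ratio of 1.34 (0.944–1.91) whose interval includes 1. Among the alternatives for clustering and naming, naming each cell by its highest marker score moved the neutrophil-like share most, to a ratio of 2.25. Over 10 further Leiden seeds, chosen after seeing the data, the ratio stayed at 1.91.

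**Figure D1:**
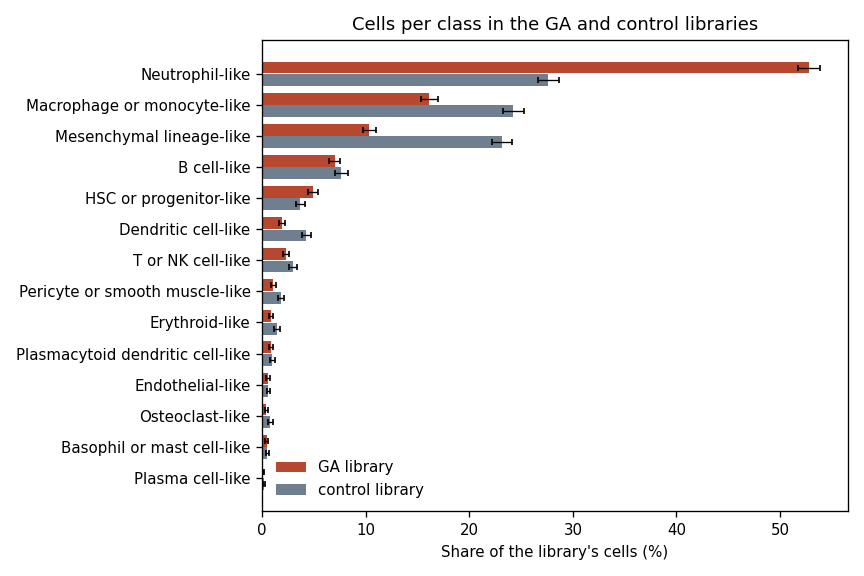
Horizontal bars give the share of each library's cells (%) in each class of cells, with GA and control as separate bars and exact 95% intervals as error bars. Neutrophil-like cells stand at 52.8% of the GA library and 27.6% of the control library.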

The volcano plot illustrates the distribution of DEGs across the entire dataset (Figure 2E). Of a total of 24 495 genes, 4477 genes (18.3%) of genes significantly were overrepresented under the GA group, while 5246 genes (21.4%) were overrepresented under Control conditions (Figure 2F; Table S3). 

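In the re-computed counts, 24329 genes had a UMI in at least 3 cells. Among the 15318 genes with at least 200 UMIs over all cells, the 10th and 90th percentiles of the log2 ratios were −0.85 and 0.54, and 10.1% of genes had a ratio beyond 1 in either direction. The highest ratio belonged to Ggt1 (ENSMUSG00000006345, chromosome 10 from 75561604 to 75586200 in the GENCODE annotation), with 583 GA UMIs and 63 control UMIs and a log2 ratio of 3.41 (3.03–3.81). Its UMIs came from 401 GA cells and 62 control cells. Next came Iglc3 with 3.01 (2.92–3.09), but 1 GA cell held 8211 of its 9462 GA UMIs. With each cell thinned to 1 fixed number of UMIs the ratio of Iglc3 was 0.92. Myoc had 2.83 (2.40–3.29) from 24 GA cells, of which 5 held 217 of 316 UMIs. Tctex1d1 had 2.74 (2.41–3.07) and Krtdap (ENSMUSG00000074199) 2.61 (2.29–2.93). The lowest ratios belonged to the mast cell proteases Mcpt4 (−9.91, −12.95 to −8.05), Tpsb2 (−6.18, −6.83 to −5.60) and Cma1 (−4.85, −5.22 to −4.51), and to Col10a1 (−5.29, −6.43 to −4.35) and Gpr37l1 (−5.03, −6.50 to −3.89). The 2209 control UMIs of Mcpt4 came from 35 cells, of which 5 held 1734. The same number of cells held 1695 of 2003 control UMIs of Tpsb2, 1813 of 2289 of Cma1 and 163 of 226 of Gpr37l1. The median log2 ratio over all genes was −0.10 in all cells, −0.17 in neutrophil-like cells and 0.10 in macrophage-like cells, so ratios in these are also given relative to that median where it changes a direction.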

Gene ontology (GO) analyses of upregulated genes in the GA treated mice group demonstrated enrichment in GO terms associated with cellular immunity, such as leukocyte chemotaxis, leukocyte degranulation, and regulation of T cell proliferation (Figure 2F; Table S4). 

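A list of 15 chemotaxis genes had a median log2 ratio of 0.90 (0.88–0.94) over all cells, above all 10000 random lists. A list of 6 specific granule genes had 1.68 (1.67–1.68), and 4 azurophil granule genes had 2.14. Relative to the median of all genes, the chemotaxis and specific granule lists moved most, to 1.00 and 1.78. In the chemotaxis list 5 genes also stand in another list, 4 in Table S5 and 3 in Table S9. Of the specific granule genes 5 stand in another list, 5 in Table S5 and 2 in Table S3. Over all cells these medians include the higher share of neutrophil-like cells in the GA library. Within neutrophil-like cells alone, the specific granule list had a median of 0.02.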

Analysis of differentially expressed genes (DEGs) across distinct cell clusters revealed that mesenchymal 1 exhibited the highest number of DEGs (3535 genes). This was followed by the HSC (3527 genes) and mesenchymal 2 (2113 genes). 

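The spread of log2 ratios was computed per class, since 1 library per condition allows no count of changed genes. With at least 200 UMIs per gene, the 10th and 90th percentiles were −0.37 and 0.33 over 12816 genes in the mesenchymal lineage, and 3.46% of these genes had a ratio beyond 1 in either direction. In HSC-like cells they were −0.34 and 0.32 over 8720 genes, with 1.34% beyond 1. In neutrophil-like cells they were −0.45 and 0.13 over 8259 genes, with 1.09% beyond 1. In macrophage-like cells they were −0.37 and 0.58 over 10486 genes, with 5.45% beyond 1. The UMIs behind these ratios differed between classes and libraries. They numbered 47312522 in GA and 97660933 in control for the mesenchymal lineage, 20818926 and 6465661 for HSC-like cells, 42841923 and 15730510 for neutrophil-like cells, and 31241755 and 40283454 for macrophage-like cells.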

Among immune cell populations, the macrophage/monocyte and neutrophil clusters displayed substantial numbers of DEGs. Given the pronounced transcriptional alterations observed in mesenchymal cells, macrophages, and neutrophils, these three cell populations were selected for subsequent in‐depth analysis (Figure 2G).

**FIGURE 2:**
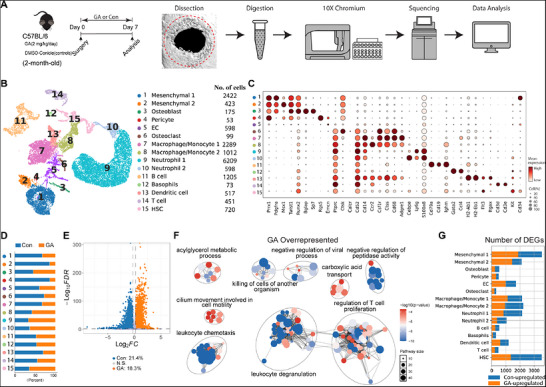
Single‐cell transcriptomic profiling of defect‐associated cells in animals treated with gambogic amide (GA). (A) Schematic of experiment, in which C57BL/6J animals (male, 2 mo old) were administered gambogic amide (GA) or vehicle control, followed by frontal bone injury (circular calvarial defect, 1.8 mm diameter), with scRNA‐Seq analysis performed 7 post‐operatively. The defect area was microdissected, dissociated, and subjected to scRNA‐seq. (B) Uniform manifold approximation and projection (UMAP) plot of total cells isolated from calvarial defect site among control‐ and GA‐treated animals, and cell frequency per cluster. (C) Dotplot of marker gene expression. mesenchymal lineage cells [expressing Paired related homeobox 1 (*Prrx1*), Platelet‐derived growth factor receptor alpha (*Pdgfra*), Msh homeobox 1 (*Msx1*), Twist family BHLH transcription factor 1 (*Twist1*), and Runt‐related transcription factor 2 (*Runx2*)], hematopoietic cells [expressing Protein tyrosine phosphatase receptor type C (*Ptprc*) encoding CD45], endothelial cells/pericytes [expressing Regulator of G‐protein signaling 5 (*Rgs5*) and Endomucin (*Emcn*)]], erythrocyte [expressing Hemoglobin subunit alpha 2 (*Hba‐a2*) and Hemoglobin subunit alpha 1 (*Hba‐a1*)]], hematopoietic stem cells (HSC) [expressing KIT Proto‐Oncogene, Receptor Tyrosine Kinase (*Kit*) and CD34 molecule (*Cd34*). (D) Stacked bar plot of the distribution of the clusters among control‐ and GA‐treated animals. (E) Volcano plot of overrepresented genes in control and GA groups. Significantly differentiated expressed genes are identified using thresholds with FDR < 0.05 and Log2FC > 0.25. (F) GO enrichment map of significantly enriched biological processes (GA Overrepresented GO terms) among all cells from control‐ and GA‐treated bone defects. Nodes represent gene‐sets and edges represent GO‐defined relations. Clusters are annotated according to the corresponding function. (G) Number of differentially expressed genes (DEGs) identified across cell clusters. n = 5 mice per group were used to yield a single‐cell population.

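Clustering the 2613 cells of the mesenchymal lineage on their own gave 14 clusters, of which 12 received a name from the fixed markers of 5 populations. The 2 clusters without a name held 285 cells, 78 of 867 GA cells (9.00%, 7.18–11.1) and 207 of 1746 control cells (11.9%, 10.4–13.5). One of them, with 52 GA cells and 174 control cells, scored highest for Stem 1 markers, and the other, with 26 and 33 cells, for Stem 2 markers. The named cells were 139 like Stem 1, 38 of them GA cells. The GA and control cells of the other populations were 521 and 733 like Stem 2, 99 and 271 like multilineage progenitors, 76 and 67 osteoblast-like cells, and 55 and 367 cells like fibroblastic progenitors. Marker levels for this lineage are given in 16 clusters made again without any cell type marker among the variable genes, so that a marker did not help to make the cluster it is measured in.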

Focused analysis of mesenchymal lineage cells using unsupervised clustering identified five subclusters (Figure 3A). Early stem cell markers, *Cd34* and *Thy1*, were predominantly expressed in subclusters 1 and 2, designated as stem cell subclusters ‘Stem 1’ and ‘Stem 2’. 

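Cd34 (ENSMUSG00000016494) was highest at 917 CPM (900.2–935) in a cluster of 252 cells, followed by 805 CPM in a cluster of 181 cells and 428 CPM in a cluster of 349 cells, against a median of 142 CPM over the 16 clusters. Thy1 was highest at 389 CPM (381–397) in that cluster of 349 cells, which held 41.5% of its UMIs. The next clusters for Thy1 had 213 and 206 CPM, and the median was 116 CPM. The cluster with the highest level therefore differed between the 2 genes.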

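Both Ube2c and Mki67 (ENSMUSG00000031004) were highest in the same cluster of 174 cells. Ube2c reached 434 CPM (423–444) there, and 84.7% of its UMIs in the lineage came from that cluster. The second cluster had 56.6 CPM and the median cluster 9.80 CPM. Mki67 reached 315 CPM (306–324) with 77.1% of its UMIs, against 57.7 CPM in the second cluster and a median of 9.74 CPM.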

Cell proliferation markers, such as *Ube2c* and *Mki67*, were predominantly expressed in subcluster ‘Stem 1.’ Multiple different lineage markers, such as *Scx* [14] and *Clec11a* [15], showed enriched expression in subcluster 3, and were designated the ‘multilineage progenitor’ subcluster (Figure 3B). 

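Scx (ENSMUSG00000034161) was highest at 104 CPM (96.7–111) in a cluster of 161 cells, which held 36.0% of its UMIs. The second cluster had 54.6 CPM, and the median was 8.45 CPM. Clec11a was highest at 379.8 CPM (356–405) in a cluster of 73 cells, had 334 CPM in a second, and followed with 289 CPM in the cluster with the most Scx. Its median was 85.2 CPM.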

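Bglap (ENSMUSG00000074483, chromosome 3 from 88383501 to 88384464) reached 45246 CPM (45065–45426) in a cluster of 135 cells, which held 97.2% of its UMIs in the lineage. A second cluster of 17 cells had 5382 CPM, the next had 40.6 CPM and the median was 4.30 CPM. Spp1 (ENSMUSG00000029304) was highest in the same cluster, at 7866 CPM (7791–7941) with 58.7% of its UMIs, against 731 CPM in a cluster of 143 cells, the next for Spp1, 317 CPM in the cluster of 17 cells and a median of 223 CPM.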

Osteoblasts in subcluster 4 were found to express mature osteoblast markers such as *Bglap* and *Spp1*. 

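Eln (ENSMUSG00000029675) was highest at 2250 CPM (2217–2284) in a cluster of 164 cells and at 2201 CPM in a cluster of 186 cells, against a median of 57.1 CPM. Foxd1 (ENSMUSG00000078302) reached 98.5 and 164 CPM in these 2 clusters but was highest at 423 CPM (397–450) in the cluster of 73 cells with the most Clec11a. Its median was 9.61 CPM. Mgp had 9850 CPM in the cluster of 73 cells and 9412 and 9445 CPM in the pair with the most Eln, against a median of 723 CPM. Foxc2 had 67.0, 19.2 and 32.7 CPM in the same order, against a median of 1.63 CPM.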

Subcluster 5 was classified as a likely fibroblastic progenitor due to the high expression of markers of *Eln* [16] and *Foxd1* [17], also with expression of dural fibroblasts markers such as *Mgp* [18] and *Foxc2* [19] (Figure 3B). Trajectory analysis revealed potential differentiation trajectories toward either osteogenesis (state 1) and fibrogenesis (state 2), with a predicted trend of progressive change from subcluster stem 1 to osteoblasts and fibroblastic progenitors (Figure 3C). Concomitantly, genes highly expressed in stem 1 (such as *Cd34* and *Thy1*) were gradually downregulated, while the proliferation marker *Mki67* exhibited higher expression at initial timepoints. In contrast, characteristic genes in multilineage progenitors, osteoblasts, and fibroblastic progenitor (e.g., *Scx*, *Bglap2*, and *Eln*) were upregulated upon terminal osteoblast differentiation along the trajectory (Figure 3D). Pseudotime visualization on a UMAP plot confirmed these findings, with Stem 1 subclusters showing the lowest pseudotime value and osteoblasts showing the highest (Figure 3E). To validate the differentiation states of the individual clusters, CytoTRACE algorithm was also employed, which identified the Stem 1 cluster as the population in the most undifferentiated state (Figure 3F). 

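CytoTRACE rests on the number of genes detected per cell, which rises with sequencing depth. Cells like Stem 1 had a median of 89950 UMIs and osteoblast-like cells 43816. After each cell was thinned to 2000 UMIs, cells like Stem 1 had the highest median among the named populations, 1181 genes per cell, with 1184 in GA and 1181 in control. Cells like fibroblastic progenitors had 1127, like Stem 2 1077, like multilineage progenitors 1037, and osteoblast-like cells 802. The 2 clusters without a name had 1126. Thinning left out 2 GA osteoblast-like cells with too few UMIs. Without thinning the medians were 8453 genes in GA and 8580 in control for cells like Stem 1, and 5034 and 5444 for osteoblast-like cells. In the clusters made without the markers, the cluster with the most Mki67 had the highest median after thinning, 1175 genes, and the cluster with the most Bglap the lowest, 806 genes.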

To resolve the differentiation dynamics and infer the directionality of individual cells during differentiation between the control and GA groups, RNA velocity analysis was performed, which similarly identified Stem 1 as the root cell population. RNA velocity analysis predicted two main developmental trajectories. The first originated from stem 1 and proceeded toward multilineage progenitors, terminating at osteoblasts. The second main differentiation path, which also originated from stem 1, was directed toward and ended at fibroblastic progenitors. These findings were consistent with the results of trajectory analysis. The control group exhibited a weaker velocity toward osteoblast differentiation but a stronger velocity toward fibroblastic progenitor differentiation, whereas the GA treated group displayed the opposite pattern. (Figure 3G). Comparison between GA treated and control groups showed 158% more osteoblasts, but 66% fewer fibroblastic progenitors in the GA group compared to controls (Figure 3H). 

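In the re-made clusters, osteoblast-like cells were 76 of 867 GA cells of the mesenchymal lineage (8.77%, 6.97–10.8) and 67 of 1746 control cells (3.84%, 2.99–4.85), a ratio of 2.28 (1.66–3.14), or 128% more. The ratio was 1.95 with a mitochondrial share of at most 10%, the lowest of the alternatives, 2.95 without batch correction, the highest, and 1.97 to 2.32 over the further seeds. Noise of 1e-06 in the principal components, an alternative chosen after seeing the data, gave 1.95 to 3.00 over 10 draws, with a median of 1.99. With the 76 and 51 osteoblast-like cells of the clustering of all cells, the ratio within the lineage was 3.00 (2.12–4.24). Clustered without the markers, the cluster with the most Bglap had a ratio of 2.77 (1.98–3.85). Cells like fibroblastic progenitors were 55 GA cells (6.34%, 4.81–8.18) and 367 control cells (21.0%, 19.1–23.0), a ratio of 0.302 (0.230–0.396). Their share was lower by 69.8%, and clustered without the markers the ratio was 0.354. The shares within 1 lineage add up to its whole. With the cells like fibroblastic progenitors left out of the total, the osteoblast-like ratio was 1.93 (1.40–2.64). As shares of all cells, the 76 and 67 osteoblast-like cells of the re-made clusters had a ratio of 1.02 (0.738–1.42) and the fibroblastic progenitor-like cells 0.135 (0.102–0.179). Cells like Stem 1 had a ratio of 0.758 (0.527–1.09), whose interval includes 1. Cells like Stem 2 had 1.43 (1.32–1.55) and like multilineage progenitors 0.736 (0.593–0.912). At Leiden resolution 0.5 a cluster of 282 GA and 378 control cells received no name. The clusters like Stem 2 there held 181 GA and 325 control cells, and 135 and 239. The size of the Stem 2 ratio therefore depends on which clusters received a name. From its own proportions, with the trajectories, the paper concludes that GA shifts cells toward osteoblastic and away from fibroblastic fates.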

Pathway enrichment analysis using the multivariate linear model (mlm) method [20] with the PROGENy model [21] and published gene sets [14, 22] revealed differential pathway activity. Compared to the control group, the GA treated group exhibited increased pathway activity in several known bone anabolic pathways. This included several pathways whose ligands are known to be expressed in somatosensory nerves, including Hedgehog (Hh) signaling [23], fibroblast growth factor (FGF) signaling [24], WNT and bone morphogenetic protein (BMP) signaling, among others (Figure 3I). 

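Fixed target lists were scored in place of the published models, over the 658 GA cells and 1105 control cells like Stem 1, Stem 2 and multilineage progenitors. A list of hedgehog targets had a median log2 ratio of −0.00 (−0.43 to 0.26) at percentile 48.9 of the random lists. The value moved most at Leiden resolution 2, to 0.27, and lay between −0.14 and 0.30 over the further seeds. A list of 10 hedgehog ligands and components had 0.02 at percentile 49.5. The 8 FGF targets had −0.32 (−0.50 to −0.26) at percentile 0.29, with 0 of 8 genes higher in GA, and ranged from −0.51 to −0.29 over the alternatives. The WNT targets had −0.19 (−0.38 to −0.05) at percentile 8.89 with 3 of 8 genes higher, and moved most when clustered without markers, to −0.40. The BMP targets had −0.13 (−0.17 to 0.00) at percentile 6.83 and the TGFb targets −0.09 (−0.16 to −0.03) at percentile 12.2. Both changed direction with the clustering, to 0.09 and 0.06 with a mitochondrial share of at most 10%, and had medians of −0.03 and 0.01 over the further seeds. A hypoxia list had −0.39 (−0.46 to −0.29) at percentile 0.01. An NFkB list had −0.07 (−0.09 to −0.04) at percentile 12.7, and 0.14 without batch correction. None of the genes of the hedgehog, FGF, WNT, BMP or TGFb lists stands in another of the lists or in Tables S3, S5, S7 or S9. Of the hypoxia and of the NFkB genes, 1 each stands in another list.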

A volcano plot illustrates the distribution of DEGs across the entire dataset (Figure 3J). Of a total of 22 166 genes, 2016 genes (9.1%) were significantly overrepresented in cells of the GA treated group, while 1837 genes (8.3%) were overrepresented in cells derived from the control groups (Figure 3J; Table S5). 

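In the mesenchymal lineage 21768 genes had a UMI in at least 3 cells. The highest log2 ratios among genes with at least 200 UMIs belonged to Myoc (3.69, 3.26–4.15), Wfdc21 (3.65, 3.44–3.87), Krtdap (3.45, 3.13–3.77), Lcn2 (3.43, 3.30–3.56) and Cd177 (3.35, 2.87–3.87). Myoc came from 21 GA cells, and 5 GA cells held 1352 of the 3119 UMIs of Lcn2. Krtdap had 523 UMIs in 104 GA cells and 99 UMIs in 52 control cells. Wfdc21, Lcn2 and Cd177 belong to a list of 15 transcripts specific for neutrophils, all of which stand in Table S5. The summed UMIs of that list had a log2 ratio of 3.09 in the lineage. Among the lowest ratios were those of Col10a1 (−5.55, −7.43 to −4.18), Ptgds (−4.16, −4.52 to −3.83), Dab1 (−3.26, −4.23 to −2.43) and Cyyr1 (−2.74, −3.02 to −2.47). One control cell held 1198 of the 2697 control UMIs of Ptgds, and with each cell thinned to 1 fixed number of UMIs the ratio of Dab1 was −0.57.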

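Interferon-stimulated genes had a median log2 ratio of 1.36 (1.27–1.41) in the cells like Stem 1, Stem 2 and multilineage progenitors, above all 10000 random lists, with 29 of 29 genes higher in GA. Over the whole mesenchymal lineage the median was 1.40. Of the 31 genes of the list 9 stand in Table S5, so the list was also scored without them. The median was then 1.07 in the stem and multilineage cells and 1.06 in the lineage, over 20 genes. A list of immediate early and dissociation genes had 0.47 in the stem and multilineage cells and 0.39 in the lineage. The apoptosis list had 0.07 and the necroptosis list 0.28 in the stem and multilineage cells.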

Gene ontology (GO) analyses of upregulated genes in the GA treated mice group demonstrated enrichment in GO terms associated with bone mineralization as well as multiple terms related to inflammation and immunoregulation (Figure 3K; Table S6). Analysis of transcription factor (TF) activity in Stem 1 and Stem 2 subclusters revealed significant upregulation in the GA group compared to the control. 

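The levels of the factors' own transcripts were compared in the cells like Stem 1, Stem 2 and multilineage progenitors. Gli1 (ENSMUSG00000025407, chromosome 10 from 127329882 to 127341974) had 29 UMIs in GA and 68 in control, 0.777 and 1.04 CPM, a log2 ratio of −0.42 (−1.10 to 0.22) that was not detectable as a difference at this depth. Over the further seeds the ratio lay between −0.55 and 0.33. Over the whole lineage Gli1 had 55 and 164 UMIs, a log2 ratio of −0.53 with an upper limit of −0.08, which moved most, to −0.21, with each cell thinned to 1 fixed number of UMIs. A transcript's level is not the activity that the paper infers from a factor's targets.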

The top 10 enhanced TFs included GLI family zinc finger 1 (*Gli1*), a key regulator of development and lineage differentiation. The remaining enriched TFs comprised developmental regulators (*Hoxb4* and *Klf3*), stress response factors (*Jun*, *Fos*, and *Egr2*), and several immune and inflammatory mediators (*Irf9*, *Stat2*, *Stat1*, and *Irf7*). 

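Hoxb4 had 54 GA UMIs and 38 control UMIs in the same cells, a log2 ratio of 1.31 (0.69–1.95). Klf3 had 0.52 (0.46–0.58), Jun 0.51 (0.49–0.53), Fos 0.73 (0.71–0.75) and Egr2 0.24 (0.11–0.37). Of the interferon-related factors, Irf9 had 0.79 (0.66–0.92), Stat2 1.04 (0.94–1.15) and Irf7 (ENSMUSG00000025498) 1.72 (1.64–1.81). Irf7 had 3528 UMIs in GA and 1867 in control. Each of these ratios was above 0 beyond counting error.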

(Figure 3L). Considering the no expression of TrkA in mesenchymal cells (Figure S3A,B), suggesting that the observed, robust transcriptional changes in mesenchymal cells are likely based on indirect effects via the stimulation by other TrkA+ cell types, such as neurons.

**FIGURE 3:**
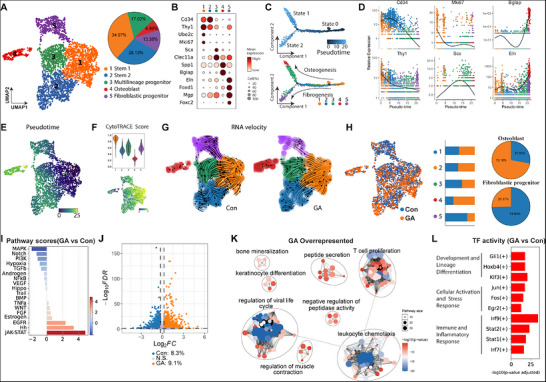
TrkA agonism induces a shift toward osteoblastic and away from fibroblastic cell fates within the bone injury site. (A) UMAP plots and the percent of each cluster. (B) Dot plot of key marker gene expression across clusters. Stem cell[*C* *d* *34* and Thy‐1 cell surface antigen(*Thy1*)], Stem cell 1[ubiquitin‐conjugating enzyme E2C (*Ube2c*) and antigen identified by monoclonal antibody Ki‐67 (*Mki67*)], Multilineage progenitor[scleraxis (*Scx*) and C‐type lectin domain family 11 member A (*Clec11a*)], Osteoblast cells[bone gamma‐carboxyglutamate protein (*Bglap*) and secreted phosphoprotein 1 (*Spp1*)], Fibroblastic progenitor[Elastin (*Eln*), Forkhead box D1(*Foxd1*), Matrix Gla Protein (*Mgp*) and Forkhead Box Protein C2 (*Foxc2*)]. (C) Trajectory of mesenchymal cells to osteoblasts inferred by Monocle2 and colored by cell clusters. Each dot indicates a single cell, with color coding showing cell clusters. (D) Plots showing the relative expression of key genes in pseudotime order. (E) UMAP plot of pseudotime value. (F) (Top) UMAP plot of Cytotrace scoring. (Bottom) Violin plots of Cytotrace scoring from mesenchymal subclusters. (G) RNA velocity analysis. UMAP with averaged RNA velocity vectors embedded. (H) Distribution in UMAP plot and percentage of osteoblast and fibroblastic progenitor from control and GA treated mice. (I–K) Comparisons of pathway activity, gene ontology enrichment, and transcription factor activity changes between GA treated and control conditions, specifically in the stem1, stem2, and multilineage progenitor cell clusters. (I) Bar plot of the change of pathway activity. (J) Volcano plot of overrepresented genes in control and GA groups. Significantly differentiated expressed genes are identified using thresholds with FDR < 0.05 and Log2FC > 0.25. (K) GO enrichment map of significantly enriched biological processes (GA Overrepresented GO terms) among all defect‐associated cells from control‐ and GA‐treated bone defects. (L) Bar plot of change of transcription factor (TF) activity.

### 2.3 Single‐Cell Transcriptomic Profiling of Bone Defect‐Associated Neutrophils and Macrophages

Having discovered the relative enrichment of neutrophils and macrophages in calvarial defects of GA treated mice, we further investigated the potential roles of these immune cells in the enhanced bone repair process in GA treated mice. 

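As a share of all cells, the macrophage-like or monocyte-like class had a ratio of GA over control of 0.666 (0.625–0.709), from 1352 GA cells and 1832 control cells. Over the alternatives the ratio lay between 0.588 without batch correction and 0.674 at Leiden resolution 0.5. Since a rise of 1 class lowers the shares of the others, the share was also computed among immune-like cells without neutrophils. That total counts HSC-like cells, 407 in GA and 279 in control, and osteoclast-like cells, 30 and 58. The macrophage-like share of it was 47.7% (45.8–49.5) in GA and 53.8% (52.1–55.4) in control, a ratio of 0.887 (0.844–0.932). HSC-like cells, with a higher share in GA, contribute to this lower ratio.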

We first conducted unsupervised clustering analysis focused on neutrophils, identifying five subclusters (Figure 4A,B). Comparisons between groups revealed markedly increased proportions of neutrophils in the GA group. The proportion of neutrophils was 1.96‐fold higher among total cells and 1.61‐fold higher among immune cells with GA treatment compared to the control group. 

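In the re-made clusters the ratio of GA over control for neutrophil-like cells was 1.91 (1.83–1.99) among all cells. Clustered without the markers it was 1.90. Among immune-like cells the shares were 60.9% (59.8–62.0) and 38.0% (36.7–39.3), a ratio of 1.60 (1.54–1.67). Leaving the mesenchymal lineage out of the total gave 58.9% and 35.9%, a ratio of 1.64 (1.58–1.71).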

(Figure 4C,D). Ly6G immunostaining of neutrophil cells showed a 183.8% increase in GA treated mice, with significantly escalated neutrophil cell migration into the calvarial defect region (Figure 4E). Neutrophil development was characterized using multiple metrics, including CytoTRACE, pseudotime, and module scores of immature and Mature neutrophils [25] (Figure 4F). The confluence of these analyses identified Cluster 0 as immature neutrophils, cluster 1 as cells in intermediate differentiation states, and clusters 2–4 as mature neutrophils. 

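Clustering the neutrophil-like cells on their own gave 17 clusters, of which 15 were named from immature and mature marker lists. The other 2 held 432 GA cells (9.77%, 8.91–10.7) and 205 control cells (9.83%, 8.59–11.2). At 2000 UMIs per cell, the immature cells had a median of 769 genes and the mature cells 857. Median depths were 12243 and 4934 UMIs.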

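Immature neutrophil-like cells were 1612 of 4421 GA cells (36.5%, 35.0–37.9) and 705 of 2085 control cells (33.8%, 31.8–35.9), a ratio of 1.08 (1.00–1.16). The ratio was 1.10 without batch correction, 1.04 to 1.09 over the further seeds and 0.913 when each cell was named by its highest marker score, so its direction changed with the naming. Mature neutrophil-like cells were 53.8% (52.3–55.2) in GA and 56.4% (54.2–58.5) in control, a ratio of 0.954 (0.911–1.00).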

No significant differences were found in the subcluster frequency was identified between treatment groups (Figure 4G). Feature plot show showed primarily no expression of TrkA in neutrophils (Figure 4H; Figure S3B), suggesting that any frequency or phenotypic changes were indirect effects of GA treatment. Next, characterization of differences between GA and control‐treated calvarial defects was performed (Figure 4I–L). 

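In neutrophil-like cells 16888 genes had a UMI in at least 3 cells. The highest log2 ratio belonged to Wfdc17 (ENSMUSG00000069792, chromosome 11 from 83703991 to 83706268), with 1039 CPM in GA and 63.1 CPM in control, a ratio of 4.04 (3.95–4.13). Its UMIs came from 2504 GA cells and 314 control cells. Lipg had 2.96 (2.19–3.85), Ifitm1 (ENSMUSG00000025491) 2.63 (2.57–2.69), Ggt1 2.45 (1.97–2.98) and Gnb5 2.29 (1.51–3.19). Ifitm1 had UMIs in 2673 GA cells and 619 control cells. The lowest ratios belonged to Mgp (−2.30, −2.62 to −1.98), Clec4n (−2.05, −2.16 to −1.94), Tnc (−1.78, −2.11 to −1.45), Cacnb2 (−1.70, −1.92 to −1.48) and Gm1673 (−1.62, −1.92 to −1.31). Mgp, which reached 9850 CPM in a mesenchymal cluster, had 130 GA UMIs and 235 control UMIs in neutrophil-like cells.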

The volcano plot illustrates the distribution of DEGs across the entire dataset, of a total of 16 219 genes, with 500 genes (3.1%) of genes significantly overrepresented within the GA group, while 600 genes (3.7%) were overrepresented within the control group (Figure 4I; Table S7). Gene ontology (GO) analyses of upregulated genes among neutrophils in the GA treated mice group revealed significant enrichment in GO terms associated with immune responses, such as cellular response to molecules of bacterial origin, and neutrophil tissue infiltration, such as positive regulation of cell adhesion mediated by integrin [26]. (Figure 4J; Table S8). To assess neutrophil functional status, module scoring was performed using published gene lists [25]. The analysis revealed that most of the seven modules examined—including phagocytosis, neutrophil activation, NADPH oxidase activity, Ros production, specific granules, and gelatinase granules—were significantly elevated in the GA treatment group compared to the control group (Figure 4K). These findings suggest that GA‐mediated enhancement of bone repair was accompanied by augmented neutrophil functionality, potentially beneficial for bone defect healing, although whether these immune shifts are directly driven by neuronal signals or not remains unclear. 

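The published module lists were not used here, and fixed lists of the same functions were scored in neutrophil-like cells. Relative to total UMIs, 11 phagocytosis genes had a median log2 ratio of 0.07 (0.04–0.11) at percentile 97.6, and 6 NADPH oxidase genes 0.05 (0.04–0.07) at percentile 80.1. Gelatinase granule genes had 0.09 (0.07–0.10) at percentile 95.4 and specific granule genes stood at percentile 64.8. Azurophil granule genes had 0.00 (−0.08 to 0.08) at percentile 89.3, with −1.03 when clustered without the markers and 0.74 under naming per cell. Relative to the median of all genes, the values were 0.23 for phagocytosis, 0.22 for NADPH oxidase, 0.25 for gelatinase granule, 0.19 for specific granule and 0.17 for azurophil granule genes. The specific granule list changed sign, to −0.10, when each cell was named by its highest marker score. An NFkB list had −0.37 and a list of pro-inflammatory secreted genes −0.58 in these cells. Of the phagocytosis genes 2 stand in another list, as do 2 of the gelatinase granule genes. From its module scores the paper proposes that neutrophil functionality was augmented during the enhanced repair.

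**Figure D2:**
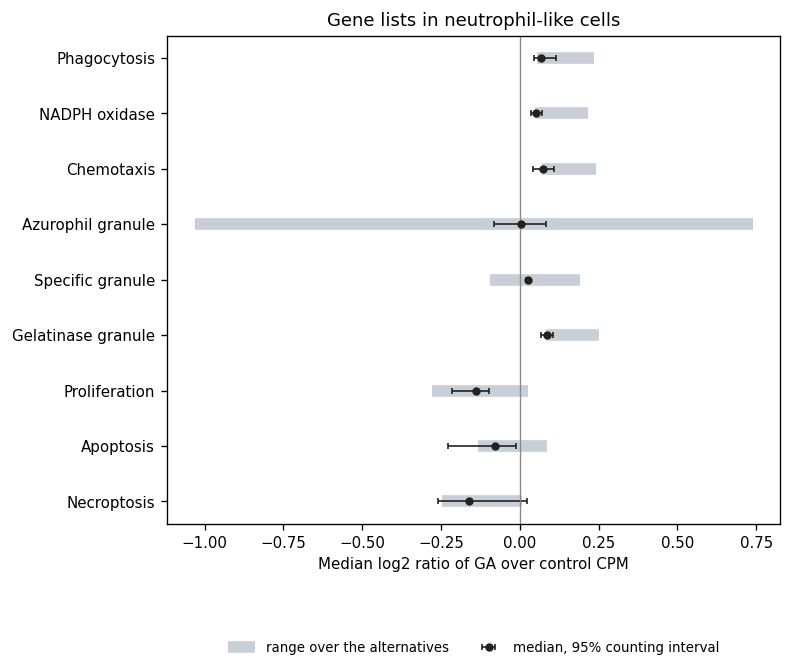
Points give the median log2 ratio of GA over control CPM for each gene list in neutrophil-like cells, with 95% counting intervals as thin bars, the range over the alternatives as grey bars and a line at 0. Relative to the median of all genes the proliferation, apoptosis and necroptosis lists change sign, to 0.03, 0.09 and 0.01, and the specific granule list does so with naming per cell, to −0.10. The azurophil granule list lies on both sides of 0, from −1.03 to 0.74.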

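In neutrophil-like cells the chemotaxis list had a median log2 ratio of 0.07 (0.04–0.11) at percentile 98.9, and 0.24 relative to the median of all genes. The proliferation list had −0.14 (−0.22 to −0.10) at percentile 41.7 and the apoptosis list −0.08 (−0.23 to −0.01) at percentile 80.8. Relative to the median of all genes both changed sign, to 0.03 and 0.09. The necroptosis list had −0.16 (−0.26 to 0.02) at percentile 41.6, and 0.01 relative to that median. No test between the conditions was possible for these lists.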

Notably, only chemotaxis was significantly upregulated in the GA group, whereas proliferation, apoptosis, and necroptosis showed no significant differences between the two groups (Figure 4L). These data indicate that the relative enrichment of neutrophils in calvarial defects of GA‐treated mice was driven by increased chemotactic recruitment rather than alterations in proliferation or survival. Collectively, these findings demonstrate that GA stimulation of bone repair was accompanied by enhanced neutrophil accumulation and activation within bone defects without affecting differentiation.

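The ranking of these lists by percentile put chemotaxis first, at 98.9, and necroptosis last, at 41.6. From its own scores the paper concludes that the enrichment of neutrophils came from chemotactic recruitment rather than from proliferation or survival.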

**FIGURE 4:**
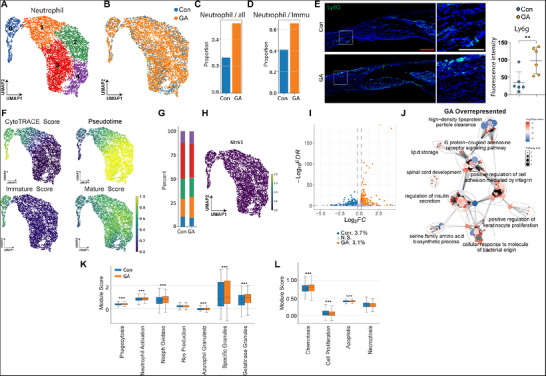
Single‐cell transcriptomic profiling of bone defect‐associated neutrophils. (A)  UMAP plots of each cluster. (B) Distribution in the UMAP plot of control and GA treated mice. (C) Bar plot of the proportion of neutrophils in all cells. (D) Bar plot of the proportion of neutrophils in all immune cells. (E) Immunohistochemical staining and semi‐quantitative analysis of lymphocyte antigen 6 family member G (*Ly6g*) within the calvarial defect, 7 d post‐injury. Dashed white lines indicate the bone edge. (F) UMAP plot of CytoTRACE Score, Pseudotime, Immature Score, and Mature Score. (G) Stacked bar plot of the distribution of the clusters among Control and GA animals. (H) Feature plot illustrating the expression of Ntrk1 projected onto the UMAP. (I) Volcano plot of overrepresented genes in control and GA groups. Significantly differentiated expressed genes are identified using thresholds with FDR < 0.05 and Log2FC > 0.25. (J) GO enrichment map of significantly enriched biological processes (GA Overrepresented GO terms) among all neutrophil cells from control‐ and GA‐treated bone defects. (K) Box plots of neutrophil function module scores. (L) Box plots of neutrophil dynamics module scores. In graphs, each dot represents a single animal. Red scale bar: 100 µm. White scale bar: 50 µm. N = 6 mice per group. Data are represented as mean ±1 SD. ^**^ *P*<0.01 as assessed using a two‐tailed Student's *t*‐test.

We next examined changes in macrophages within control and GA treated bone defects. 

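The 3184 macrophage-like or monocyte-like cells were clustered again into 18 clusters. Arg1 (ENSMUSG00000019987) was highest at 1238 CPM in a cluster of 207 GA cells and 327 control cells, with 749 CPM in the next. Cd68 was highest at 987 CPM in a cluster of 29 GA cells and 56 control cells. Mrc1 reached 2215, 1990 and 1512 CPM in 3 clusters, and Taco1 (ENSMUSG00000001983) 24.2 CPM in a cluster of 129 GA cells and 52 control cells, where Cd68 was lowest, at 121 CPM. Over all macrophage-like cells Arg1 had 129 CPM in GA and 508 CPM in control, a log2 ratio of −1.98 (−2.03 to −1.93). Cd68 had 559.5 and 727 CPM, a ratio of −0.38 (−0.41 to −0.35) that was −0.06 with doublets kept. Mrc1 had 554 and 513 CPM, a ratio of 0.11 (0.08–0.14) that was 0.01 relative to the median of all genes. Taco1 had 13.4 and 7.45 CPM, a ratio of 0.85 (0.63–1.06). The ratios of these genes over the whole class include any change in the shares of its clusters. Over the further seeds, chosen after seeing the data, Arg1 lay between −1.99 and −1.60, Cd68 between −0.38 and −0.06, Mrc1 between 0.10 and 0.49 and Taco1 between 0.26 and 0.85.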

We first performed unsupervised clustering analysis on the macrophage population, identifying four distinct subclusters: early macrophages characterized by high *Arg1* expression, intermediate macrophages characterized by high *Cd68* expression, late macrophages 1 characterized by *Mrc1* (CD206) expression, and late macrophages 2 characterized by *Taco1* expression [27] (Figure 5A,B). Only a minor shift in overall subcluster frequencies was evident (Figure 5C,D). 

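The cluster with the most Arg1 held 15.3% of GA and 17.8% of control macrophage-like cells, a ratio of 0.858 (0.731–1.01), and the next 2 for Arg1, with 749 and 662 CPM, had ratios of 0.668 (0.508–0.878) and 0.596 (0.446–0.797). The cluster with the most Cd68 held 2.14% and 3.06%, a ratio of 0.702 (0.451–1.09), and the next for Cd68 had 0.572 (0.462–0.708). The cluster with the most Mrc1 held 5.77% and 4.69%, a ratio of 1.23 (0.912–1.66), and the next 2 for Mrc1 had 2.28 (1.39–3.72) and 0.651 (0.485–0.874). The cluster with the most Taco1 held 9.54% and 2.84%, a ratio of 3.36 (2.46–4.60), and it also held 54.5% of the GA UMIs and 34.5% of the control UMIs of the proliferation list. The next for Taco1, with 23.8 CPM, held 6.95% and 3.38%, a ratio of 2.05 (1.50–2.81). The levels of Taco1, 24.2 and 23.8 CPM, were nearly equal, so the ratio of 3.36 describes no cluster set apart by Taco1. One cluster held 7 GA cells and 37 control cells. Which cluster had the most Taco1 changed with the setting, and its ratio was 0.832 (0.576–1.20) with a mitochondrial share of at most 10%, 0.785 (0.507–1.21) with another Leiden seed and 0.823 to 2.92 over the further seeds. For the cluster with the most UMIs of the proliferation list relative to its total, the same cluster in the main processing, the ratio ran from 1.54 (0.973–2.44) with doublets kept to 3.63 with log1p of counts.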

Feature plot showed no expression of TrkA in macrophages, suggesting that any changes in phenotype or polarization are likely indirect effects of GA treatment (Figure 5E; Figure S3B). Next, characterization of differences between GA and control‐treated calvarial defects was performed (Figure 5F–J). 

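In macrophage-like cells 18630 genes had a UMI in at least 3 cells. The highest log2 ratios belonged to Mpo (4.25, 3.87–4.66), Lcn2 (3.72, 3.58–3.86), Ctsg (3.56, 3.34–3.78), Prtn3 (3.45, 3.34–3.55) and S100a8 (3.44, 3.40–3.48). Each of these is a granule or secreted protein found in neutrophils or their precursors, but Mpo, Ctsg and Prtn3 also served here as markers of HSC-like cells. At Leiden resolution 0.5, Prtn3 was among the genes of largest fold in a macrophage-like cluster, with Ly6c2 and Top2a. That cluster held 236 GA cells and 104 control cells, a ratio of shares of 3.04 (2.44–3.79). For Prtn3, a larger share of such cells and transcripts from neutrophils cannot be told apart by the ratio. The ratio of Mpo was 2.42 when each cell was named by its highest marker score, and those of Lcn2 and S100a8 were 2.16 and 1.91 with doublets kept. Among the lowest were those of Gal (−3.37, −4.23 to −2.61), Cxcl14 (−2.15, −2.47 to −1.85), Sema3c (−2.14, −2.39 to −1.90) and Mgp (−2.11, −2.39 to −1.83). One control cell held 88 of the 200 control UMIs of Gal, and 5 held 151.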

Volcano plot illustrates the distribution of DEGs across the entire macrophage dataset, of a total of 18 869 genes, with 2,185 genes (11.6%) of genes significantly were overrepresented under the GA group, while 2254 genes (11.9%) were overrepresented under control groups (Figure 5F; Table S9). GO analyses of upregulated genes in the GA treated mice group were associated with leukocyte chemotaxis and cell response to oxidative stress (Figure 5G; Table S10). The expression of markers linked to both M1 and M2 macrophage activation was significantly reduced in GA treated mice compared to control mice (Figure 5H,I). 

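A list of M1 genes had a median log2 ratio of 0.03 (−0.00 to 0.11) at percentile 46.4 in macrophage-like cells, with 7 of 14 genes higher in GA. It was 0.19 with doublets kept and changed sign, to −0.08, relative to the median of all genes. A list of M2 genes had 0.03 (−0.09 to 0.15) at percentile 34.8, with 8 of 15 genes higher. It was 0.19 in cells with at least 2000 UMIs and changed sign, to −0.07, relative to the median of all genes and at Leiden resolution 2, with −0.06 at resolution 0.5 and −0.01 with a mitochondrial share of at most 10%. Summed over the list, M1 genes made up 0.232% of GA UMIs and 0.267% of control UMIs, and M2 genes 0.227% and 0.215%. Of the M1 genes 5 stand in another list and 1 in Table S7. Of the M2 genes 2 stand in another list, 1 in Table S3 and 1 in Table S9.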

Early macrophages typically express pro‐inflammatory genes, intermediate ones pro‐repair/pro‐fibrotic genes, and late ones anti‐inflammatory/pro‐osteogenic genes [27]. 

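In macrophage-like cells a list of 9 pro-fibrotic secreted genes had a median log2 ratio of −0.74 (−0.75 to −0.70), below all 10000 random lists, with 0 of 9 genes higher in GA and a range of −0.84 to −0.48 over the alternatives. Its genes made up 0.469% of GA UMIs and 1.05% of control UMIs. A list of 10 pro-inflammatory secreted genes had −0.25 (−0.27 to −0.22) at percentile 1.31, with −0.35 relative to the median of all genes and 0.05 with doublets kept. A list of 7 anti-inflammatory secreted genes had −0.55 (−0.58 to −0.50) at percentile 0.045, with −0.66 relative to the median of all genes and −0.19 with doublets kept. Of the pro-inflammatory genes 8 stand in another list, and of the pro-fibrotic and anti-inflammatory genes 2 each.

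**Figure D3:**
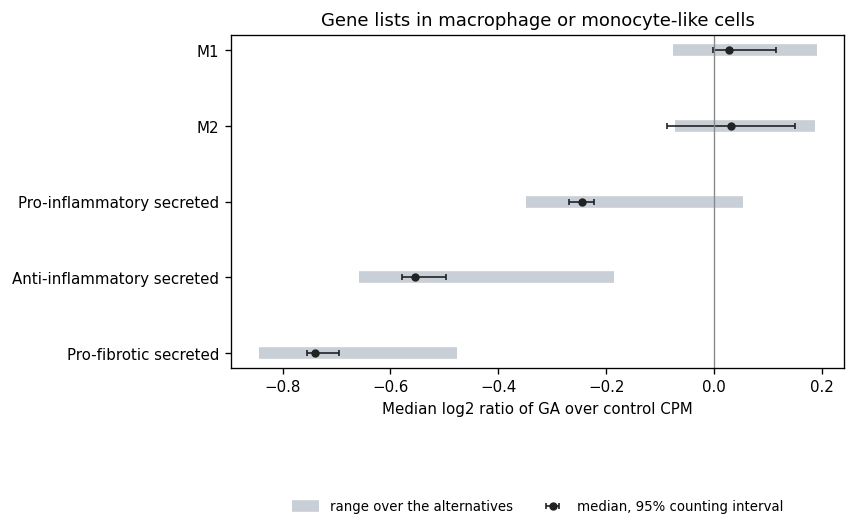
Points give the median log2 ratio of GA over control CPM for each gene list in macrophage-like or monocyte-like cells, with 95% counting intervals as thin bars, the range over the alternatives as grey bars and a line at 0. The pro-fibrotic and anti-inflammatory lists stay below 0 over the alternatives. The pro-inflammatory list crosses 0 with doublets kept, the M1 list does so relative to the median of all genes, and the M2 list there, at Leiden resolutions 0.5 and 2 and with a mitochondrial share of at most 10%.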

Module score analysis of published gene lists [27] showed significantly higher scores in control‐treated cells across all modules (Figure 5J). GA treatment led to reduced early pro‐inflammatory and intermediate pro‐fibrotic module scores in post‐fracture macrophages, indicating suppression of inflammation‐to‐fibrosis progression. In summary, GA treatment was associated with a suppression of pro‐fibrotic gene expression profiles in bone defect‐associated macrophages, suggesting that changes in macrophage phenotype may partially contribute to pro‐bone repair outcomes.

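Within the same cells the proliferation list had a median log2 ratio of 1.73 and the chemotaxis list 0.15. From lower pro-fibrotic expression in macrophages, the paper proposes that changes in macrophage phenotype contribute in part to bone repair.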

**FIGURE 5:**
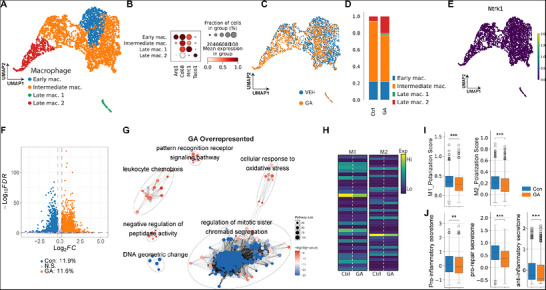
Single‐cell transcriptomic profiling of bone defect‐associated macrophages. C57BL/6J mice were treated with Gambogic Amide (GA) or vehicle control (Con), and frontal bone defects were harvested for scRNA‐Seq at 7 d post‐injury. (A) UMAP plot of Macrophage. (B) Dotplot of marker gene expression. Early macrophages (Early mac.) [arginase 1 (*Arg1*)], Intermediate macrophages (Intermediate mac.) [cluster of differentiation 68 (*Cd68*)], Late macrophage 1 (Late mac. 1) [mannose receptor C‐type 1 (*Mrc1*)], Late macrophage 2 (Late mac. 2) [transient receptor potential cation channel subfamily A member 1 (*Taco1*)]. (C) Distribution of macrophages in the UMAP plot across experimental conditions. (D) Stacked bar plot showing the distribution of cell clusters in Con and GA treated mice. (E) Feature plot illustrating the expression of Ntrk1 projected onto the UMAP. (F) Volcano plot of overrepresented genes in control and GA groups. Significantly differentiated expressed genes are identified using thresholds with FDR < 0.05 and Log2FC > 0.25. (G) GO enrichment map of significantly enriched biological processes (GA Overrepresented GO terms) among all macrophage cells from control‐ and GA‐treated bone defects. (H) Heatmap of marker gene expression of M1 and M2 macrophages among cells derived from control and GA treated mice. (I) Bar plot of M1 and M2 polarization module score. (J) Module score analysis of pro‐inflammatory, pro‐repair, and anti‐inflammatory between GA groups and control macrophage cells. In graphs, each dot represents a single animal. N = 6 mice per group. Data are represented as mean ±1 SD. ^***^ *P*<0.001 as assessed using a two‐tailed Student's *t*‐test.

### 2.4 Activation of TrkA+ Nerves Promotes Calvarial Defect Healing via Hedgehog Signaling Stimulation

To explore the mechanisms underlying TrkA agonism stimulation of bone defect repair, particularly the role of neuron cells, we investigated the interactions between neuron cells and local cell populations. Published single‐cell RNA sequencing data (Gene Expression Omnibus (GEO) accession number (GSE213105) of normal mouse trigeminal ganglia was utilized [28]. Single cell RNA‐seq data underwent standard analysis workflows, including filtering, clustering, and retaining only neurons (Figure S2), which were merged with our data for unsupervised clustering analysis. This identified 6 neuronal cell clusters: peptidergic neurons (PEP), non‐peptidergic neurons (NP), large‐diameter myelinated neurons (NF), low threshold mechanoreceptive unmyelinated neurons (LTMR), pruriceptive (itch‐sensing) subpopulations (PRU1), and (PRU2) neuron cell clusters (Figure 6A). Key gene expression, including neuron cell marker Rbfox3, mesenchymal cell marker Pdgfra, immune cell marker Ptprc, and endothelial cell marker Emcn revealed the distributions of neuron cells, mesenchymal cells, immune cells, and endothelial cells in the merged trigeminal ganglia / calvarial defect dataset (Figure 6B). 

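In the calvarial defect libraries Rbfox3 (ENSMUSG00000025576) had 16 UMIs in GA and 34 in control over all cells, and trigeminal ganglion cells were not analysed here. Pdgfra (ENSMUSG00000029231) had 38.6 and 71.9 CPM over all cells, and 129 and 133 CPM in the mesenchymal lineage. Ptprc had 408 and 230 CPM over all cells, and 901 and 882 CPM in neutrophil-like cells. Emcn had 8.45 and 12.9 CPM over all cells, and 1439 and 1208 CPM in the 44 GA and 45 control endothelial-like cells.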

Next, interactome analyses were performed between cells from each tissue. Predictive CellChat cell‐cell communication analysis showed that in comparison to control, GA treatment markedly increased both the number of interactions and interaction strength among different cell populations, indicating enhanced intercellular communication across cell clusters with TrkA agonism (Figure 6C). With neurons designated as the sender cell source, the number of interactions increased for all clusters. Moreover, interaction strength was markedly enhanced for mesenchymal, osteoblast, pericyte, endothelial cells (EC), and other clusters (Figure 6D). Comparing the information flow of each signaling pathway from neurons to mesenchymal cells, the relative information flow revealed enhanced signaling pathways with GA including Fibroblast growth factor signaling pathway (FGF), Growth Arrest‐Specific signaling pathway (GAS), Pleiotrophin signaling pathway (PTN), Wnt signaling pathway (WNT), Epidermal growth factor signaling pathway (EGF), Growth Differentiation Factor signaling pathway (GDF), Transforming growth factor‐beta signaling pathway (TGFb), Hedgehog signaling pathway (HH), Neurotrophin signaling pathway (NT), and CX3C chemokine signaling pathway (CX3C) (Figure 6E). Examining each enhanced pathway, only the Hh signaling pathway was primarily predicted to be secreted by trigeminal neuron cells, with a noticeable increase in GA vs. control, mainly from LTMR and NP neuron subclusters (Figure S4; Figure 6F). In order to further investigate this, pseudotime analysis showed increased Gli1 activity (the main TF in the Hedgehog signaling pathway) with GA treatment compared to control (Figure 6G). 

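Ptch1 (ENSMUSG00000021466, chromosome 13 from 63508328 to 63573598) had 424 UMIs in GA and 873 in control in the mesenchymal lineage, 8.96 and 8.94 CPM, a log2 ratio of 0.00 (−0.17 to 0.17). It had a UMI in 24.2% of GA cells and 26.3% of control cells of the lineage. In the cells like Stem 1, Stem 2 and multilineage progenitors the ratio was 0.01 (−0.22 to 0.24), and 1 GA cell held 34 GA UMIs. It was −0.32 with each cell thinned to 1 fixed number of UMIs and between 0.00 and 0.36 over the further seeds. No difference in Ptch1 was detectable in these populations at this depth and with this clustering. In osteoblast-like cells, with 75 and 50 UMIs, the ratio was 0.57 (0.03–1.11).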

The expression of the gene marker of Hh signaling activity Ptch1 was also markedly higher in the GA treatment group in comparison to the control (Figure 6H). 

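Among the ligands, Shh (ENSMUSG00000002633) had a UMI in 0 of 15931 cells, which allows a share of up to 0.0188%. Ihh (ENSMUSG00000006538) had 31 UMIs in 17 cells and Dhh (ENSMUSG00000023000) 20 UMIs in 20 cells, and 12 of the cells with either ligand's UMIs belonged in each case to the mesenchymal lineage.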

Analysis of the expression levels of Hh signaling pathway ligands and key molecules revealed that while mesenchymal cells and osteoblasts exhibited modest expression, neural cells displayed significantly higher expression levels. Notably, *Smo* showed an inverse pattern, with higher expression in mesenchymal cells and osteoblasts. 

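Smo (ENSMUSG00000001761, chromosome 6 from 29735503 to 29761365) had a UMI in 85.8% of the cells of the mesenchymal lineage at a median of 51188 UMIs, in 69.9% of osteoblast-like cells and in 0.108% of neutrophil-like cells at a median of 6459.5 UMIs. In the lineage its level was 43.4 CPM in GA and 46.5 CPM in control, a log2 ratio of −0.10 (−0.18 to −0.03), and in osteoblast-like cells 29.0 and 34.2 CPM. Macrophage-like cells had a UMI of Smo in 3.30% of cells.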

(Figure 6I). GLI1 and PTCH1 immunostaining within calvarial injury sites showed an 89.9% increase in GLI1 and a 91.8% increase in PTCH1 in GA treated mice compared to the control at 7 days post‐injury (Figure 6J). Next, sections of the trigeminal ganglia were examined 7 days after injury among control‐treated and GA‐treated mice. Immunohistochemical staining for Sonic hedgehog (SHH) revealed that SHH fluorescence intensity was markedly increased following calvarial bone injury, with GA treatment further enhancing SHH expression compared to control‐treated mice. These results suggest that Shh signaling is upregulated in response to calvarial bone injury, and that GA treatment amplifies this response (Figure 6K). Furthermore, clear co‐localization of SHH with TUBB3^+^ peripheral nerve fibers was observed within the calvarial defect site (Figure S5A). To further confirm that SHH upregulation is a conserved response to skeletal injury, we analyzed parallel data from an ulna stress fracture model [24], which also heals predominantly via intramembranous ossification. In this distinct injury context, scRNA‐seq of innervating neurons within the dorsal root ganglia (DRG) revealed that Shh expression markedly peaked at day 14 post‐injury (Figure S5B), and SHH protein levels were likewise significantly elevated within the DRG (Figure S5C). The high degree of consistency across different skeletal injury models strongly substantiates the role of sensory neuron‐derived SHH as a key regulator of bone repair.

**FIGURE 6:**
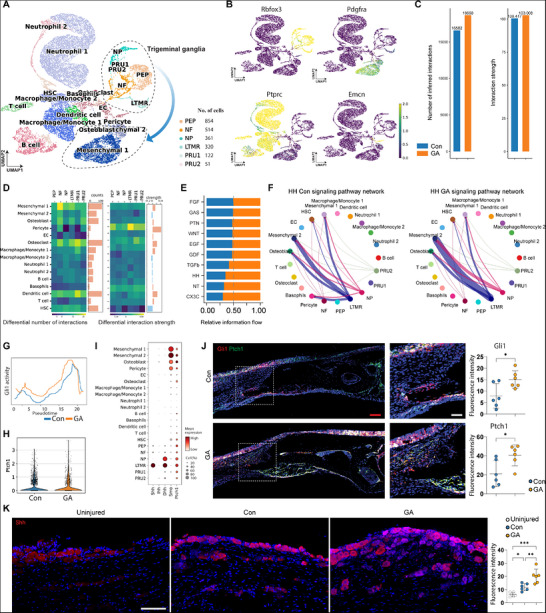
Single‐cell transcriptomic profiling and interactome analysis implicates Hedgehog signaling in neuro‐calvarial signaling interactions. (A) UMAP plots of each cell cluster from the merged database, including all calvarial and neuronal cells. (B) UMAP of key marker gene expression. (C) Bar plot of the number and strength of inferred interactions. (D) Heatmap of interactions of neurons to each calvarial cluster comparing GA with control. (E) Stacked bar plot of the top 10 relative information flow comparing the GA treated with Control. (F) Hierarchy plot compared the HH signaling pathway between Control and GA treatment groups. (G) Line plots comparing Gli1 TF activity between control and GA treatment groups along pseudotime. (H) Violin spot of *Ptch1* expression comparing the GA treatment group with Control. (I) Dot plot of the expression of *Shh, Ihh, Dhh, Smo*, and *Ptch1* in all clusters. (J) Immunohistochemical staining and semi‐quantitative analysis of GLI family zinc finger 1 (GLI1) and Patched 1 (PTCH1) within the calvarial defect, d7 post‐injury. (K) Immunohistochemistry for SHH within trigeminal ganglion sections of uninjured animals as well as those with calvarial injury treated with either vehicle control or GA (7 d post‐injury). Dashed white lines indicate the bone edge. In graphs, each dot represents a single animal. Red scale bar: 100 µm, White scale bar: 50 µm. N = 6 mice per group. Data are represented as mean ±1 SD. ^*^ *P*<0.05, assessed using a two‐tailed Student's *t*‐test.

### 2.5 Smoothened Knockout in Mesenchymal Cells Abrogates the Effects of TrkA Agonism on Calvarial Bone Defect Repair

To determine whether TrkA agonist‐mediated bone repair is a Hedgehog‐dependent process, experiments with gambogic amide treatment were next replicated in mice lacking the Hh receptor Smo in PDGFRα‐expressing mesenchymal cells (*Smo* ^fl/fl^; PDGFRα‐CreERT2, or *Smo* ^*Pdgfr* *a*^). To confirm the efficiency of deletion, we isolated PDGFRα+ cells from the calvaria using magnetic‐activated cell sorting (MACS). Quantitative PCR analysis of the sorted cells confirmed a robust deletion efficiency, with *Smo* mRNA levels being reduced by 87.6% in the *Pdgfra*+ cells of *Pdgfra*‐*Cre* ^ERT2^; *Smo* ^fl/fl^ mice compared to *Smo* ^fl/fl^ controls (Figure S6). With this validated model, we then evaluated the calvarial bone repair. SmoPdgfrα conditional knockout mice were treated with gambogic amide (GA, 2 mg/kg) or vehicle control following calvarial defect creation, with analyses at 7 and 28 days post‐injury (Figure 7A). Immunohistochemical analysis of GLI1 at day 7 confirmed effective suppression of Hh signaling in SmoPdgfrα mice, as evidenced by diminished GLI1 expression in both vehicle‐ and GA‐treated animals compared to control PdgfrαmT/mG mice (Figure 7B,C). Micro‐CT analysis at day 28 revealed that genetic disruption of Hedgehog signaling completely abolished the bone regenerative effects of TrkA agonism (Figure 7D). No significant differences were observed between GA‐ and vehicle‐treated SmoPdgfrα mice across all quantitative micro‐CT metrics (Figure 7E–I). H&E staining confirmed similar healing in both treatment groups (Figure 7J). Despite no change in bone healing, Ki67 immunostaining revealed a 110.5% increase in proliferation in GA‐treated mice, (Figure 7K, similar to effects previously observed in WT mice). Likewise, GA slightly enhanced the migration of PDGFRα‐positive mesenchymal cells into the defect in SmoPdgfrα mice (Figure 7L). OCN immunohistochemical staining demonstrated no differences in osteoblast differentiation at day 28 between treatment groups in SmoPdgfrα mice (Figure 7M). TUBB3 immunostaining revealed a significant 27.5% increase in nerve fiber density in GA‐treated mice at day 7 (Figure 7N, a lesser effect than previously observed between treatment groups in WT mice). In similarity to WT mice, CD31 immunostaining showed comparable vascular density between groups in SmoPdgfrα mice (Figure 7O). In summary, these results demonstrate that intact Hedgehog signaling is essential for certain aspects of TrkA agonist‐mediated bone regeneration, including osteogenesis and ultimately bone repair outcomes, while injury site proliferation appeared to be Hedgehog independent.

**FIGURE 7:**
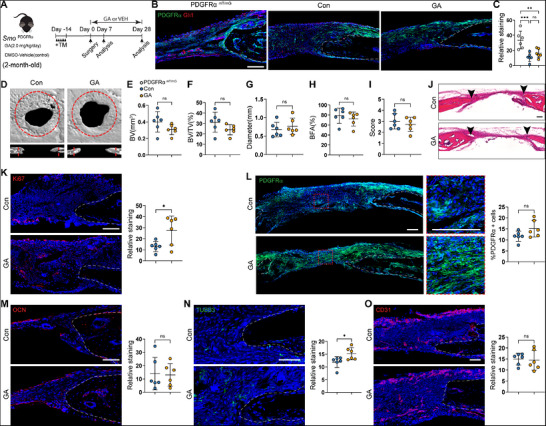
Genetic knockout of Smo abolishes the osteogenic effect of TrkA agonism in calvarial bone defect repair. (A) Schematic of experiment, in which *Smo* ^PDGFRα^ animals (male, 2 mo old) were administered gambogic amide (GA) or DMSO‐vehicle, followed by frontal bone injury (circular calvarial defect, 1.8 mm diameter), with analysis performed 7 or 28 d post‐operatively. (B) Immunohistochemistry for GLI1 (appearing red) within coronal cross‐section of the healing defect site of *Pdgfr* *a* ^mT/mG^ animals as well as those treated with either vehicle control or GA (7 d post‐injury). (C) Semi‐quantitative analysis of GLI1 7 d post‐injury. (D) Micro‐CT reconstructions of the defect site in a top‐down view (above) and coronal cross‐sectional images (below) among Control and GA treated animals, 28 d post‐injury. Margins of the original defect are indicated by dashed red lines. (E–I) Micro‐CT quantification of bone healing among Control‐ and GA‐treated mice (28 d post‐injury), including (E) Bone volume (BV), (F) Bone volume/tissue volume (BV/TV), (G) residual defect diameter, (H) Bone formation area (BFA), and (I) Bone Healing Score. (J) H&E staining of coronal cross‐section of the healing defect site from control‐ and GA‐treated mice at d28 post‐injury. Black arrowheads indicate healing bone edges. (K) Cellular proliferation at the bone defect edge, as assessed by Ki67 immunofluorescent staining at d7 post‐injury. (L) Mesenchymal cell migration, as assessed by Pdgfrα immunofluorescent staining. Tile scan (left) and high‐magnification images of the central defect (right) demonstrate migration of PDGFRα^+^ progenitor cells into the defect site at d7 post‐injury. (M–O) Immunohistochemical staining and semi‐quantitative analysis of Osteocalcin (OCN) 28 d post‐injury (M), Beta III Tubulin (TUBB3) (N), and CD31 (O) within the calvarial defect, d7 post‐injury. Dashed white lines indicate bone edges. In graphs, each dot represents a single animal. Black scale bar: 500 µm. White scale bar: 100 µm. N = 6 mice per group. Data are represented as mean ±1 SD. ^*^ *P*<0.05, ^**^ *P*<0.01, and ^***^ *P*<0.001 as assessed using a two‐tailed Student's *t*‐test.

## 3 Discussion

In this study, we activated TrkA signaling experimentally in mice using gambogic amide (GA) and demonstrated enhanced bone healing, including greater nerve ingrowth into the injured bone. Our single‐cell RNA sequencing analysis revealed that TrkA agonism indeed enhanced osteogenesis at the expense of fibrogenesis, and this appears to be at least in part due to activation of downstream Hedgehog signaling.

Gli1 is one of the vital transcription factors as well as the direct target gene in the Hh signaling pathway. Gli1+ cells were first identified as the incisor mesenchyme cells [29]. Subsequently, Gli1 positive cells have been identified as stem‐like cells in craniofacial bones [30]. Gli1 positive cells possess the fundamental characteristics of stem‐like cells, being capable of differentiating into osteogenic bone cells and participating in calvarial repair after injury. In vitro assays have further characterized Gli1 positive cells as possessing clone‐forming ability and the potential to undergo osteogenic, chondrogenic, and adipogenic differentiation [30]. The expression of Gli1 is restricted to cells adjacent to peaks in Hedgehog (Hh) signaling levels [31, 32]. This implicates the importance of Hh signaling for Gli1 positive cells, however the source of Hh ligands remains unclear. In recent years, it has been speculated that peripheral nerves may provide a source of Hh ligands. For instance, Shh‐producing nerves have been shown to regulate mesenchymal progenitor cells in the mouse incisor [29] and epithelial stem cells in the upper bulge of the hair follicle [33]. Robust evidence underscores the pivotal role of Hh signaling in determining cell fate during osteogenesis, with the pathway promoting osteoblast differentiation [34, 35, 36, 37]. To our knowledge, sensory nerve‐released Hh ligands have not previously been implicated as a main cell fate determinant during bone repair. Notably, our validation data demonstrate that the pro‐regenerative SHH response is conserved across diverse skeletal sites (Figure S5). This suggests that boosting neurogenic Hedgehog signaling via sensory neurons may represent a broadly applicable therapeutic strategy for various bone injuries.

Gambogic acid is a major active ingredient of gamboge, a resin exuded from the Garcinia hanburyi tree in Southeast Asia. Gambogic amide, a derivative of gambogic acid synthesized by amidation of its carboxyl group, shares a core caged polycyclic structure with gambogic acid and thus retains some of its biological functions, including anti‐apoptotic activity and neuroprotection [13]. Among gambogic acid derivatives, gambogic amide was identified through screening for its unique ability to selectively bind to the cytoplasmic juxtamembrane domain of TrkA receptors, whereas other derivatives lack this potency. As a small‐molecule agonist, gambogic amide facilitates nerve growth factor (NGF) activity through allosteric activation [13]. It selectively binds, activates, and upregulates the expression of TrkA receptors at nanomolar concentrations but not TrkB or TrkC. While NGF causes transient TrkA activation and degradation, gambogic amide induces lower but more sustained TrkA phosphorylation [38]. From a therapeutic perspective, systemic administration of the TrkA agonist gambogic amide (GA) exhibits a favorable safety profile. Notably, compared to systemic NGF administration, its greatest safety advantage is that it does not induce systemic hyperalgesia [13, 39, 40]. Studies have also demonstrated other physiological functions of gambogic amide, such as anti‐angiogenic properties via the suppression of VEGF/VEGFR2 signaling in a TrkA‐independent manner [41]. Indeed, GA treatment in our model showed VEGF signaling suppression, which may explain the lack of any bone defect‐associated improvement in vascularization, which would otherwise be expected in the context of boosted innervation [42]. However, it should be noted that while GA is well‐tolerated at therapeutic doses, excessively high concentrations may induce cytotoxicity, and its off‐target anti‐angiogenic effects warrant further consideration for chronic systemic applications [41, 43].

It is worthwhile to note that not all effects of TrkA agonism on bone defect repair were observed to be Hedgehog dependent. While GA stimulated re‐ossification was clearly Hedgehog signaling dependent, stimulation of proliferation of cells within the defect site was observed to be Hedgehog independent (a similar enhancement of proliferation was observed in WT and Smo conditional knockout animals). One explanation for this is that bone injury repair depends on multiple peripheral nerve‐derived signals. In recent work, we identified that somatosensory nerve‐derived fibroblast growth factor 9 (FGF9) stimulated osteoprogenitor cell proliferation during long bone fracture repair [24]. It is plausible that FGF9 or other mitogenic signals function in combination with nerve‐derived SHH to positively regulate bone tissue repair.

NGF itself has several limitations for clinical translation, including poor pharmacokinetic properties and pain‐evoking effects. Specifically, NGF is susceptible to proteolytic degradation and has a short elimination half‐life following systemic administration [44, 45, 46]. Moreover, NGF evokes pain on application, which severely limits its clinical utility [47], while the specific TrkA agonist Gambogic amide (GA) does not produce thermal or mechanical hyperalgesia [48]. GA was first identified as a TrkA partial agonist with the use of a cell‐based chemical genetic screen [13]. GA is a non‐peptide small molecule that has been shown to selectively bind to the juxtamembrane domain of TrkA with high affinity, inducing TrkA phosphorylation, dimerization, and downstream signaling activation, including Akt and MAPK signaling [38]. GA has been used experimentally in mouse and rat models to prevent neuronal apoptosis, mitigate infarct size in stroke [13], and, most recently, speed fracture healing in bone [12]. In addition, it is well tolerated in vivo across small animal models.

A limitation of this study is the reliance on systemic GA administration, which results in TrkA activation in a non‐localized fashion and potentially generalized sensory nerve activation. Consequently, localized GA administration represents an ideal strategy to bypass these systemic side effects. Since there are currently no published reports on the local application of GA, our future studies will focus on determining the optimal effective dose and biomaterial strategies for targeted local delivery.

In summary, this study expands our understanding of the signaling pathways underlying peripheral afferent nerve regulation of bone repair, suggesting a role for peripheral neuron‐derived Hedgehog signaling in directing cell fate decisions toward osteoblastic differentiation to promote tissue healing.

## 4 Experimental Section/Methods

### 4.1 Mice

All animal experiments were performed according to the approved protocols (MO22M368) of the Animal Care and Use Committee at Johns Hopkins University and conducted in accordance with ARRIVE guidelines. All animals were housed in IACUC‐supervised facilities at 18°C–22°C, 50% (±20%) of relative humidity, and 12‐h light–dark cycle with ad libitum access to food and water. Wild‐type C57BL/6J mice were purchased from the Jackson Laboratory (JAX) (Bar Harbor, ME, USA). *Thy1*‐YFP mice, which harbor a transgene derived from the mouse *Thy1* gene that directs expression of YFP in neurons [49], are commercially available [the Jackson Laboratory (JAX), stock no. 003709 Bar Harbor, ME, USA]. Mice with *Smo* floxed alleles (JAX: 004526) were donated from the Reeves laboratory and crossed with Pdgfra^mT/mG^ mice (JAX: 018280, JAX: 007576) donated from the Bergles laboratory.

Tamoxifen (TM, Sigma–Aldrich, St. Louis, MO, USA) was dissolved in sunflower seed oil (Sigma–Aldrich) and injected intraperitoneally according to the previously validated protocols (TM, 150 mg kg^−1^ day^−1^ for 5 days) [14]. Gambogic amide (GA) (Enzo Life Sciences, Farmingdale, NY), a non‐peptide small molecule that selectively binds to the juxtamembrane domain of TrkA, was used to activate TrkA [13]. Mice received intraperitoneal (IP) injection of either 100 µL vehicle control (10% DMSO) or GA (2 mg/kg in 10% DMSO). Treatment began 24h prior to calvarial injury, and continued daily thereafter for 4 wks.

### 4.2 Validation of Conditional *Smo* Deletion via MACS and qPCR

To quantify the *Smo* deletion efficiency, *Pdgfr‐Cre^ERT2^; Smo^fl/fl^* and control *Smo^fl/fl^* mice (n = 3/group) received intraperitoneal injections of tamoxifen (100 mg/kg/day) for 5 consecutive days. One week after the final injection, calvarial tissues were harvested and enzymatically digested to obtain single‐cell suspensions. PDGFRα+ mesenchymal cells were then enriched using Magnetic‐Activated Cell Sorting (MACS). Briefly, the cell suspension was incubated with a Biotin anti‐mouse CD140a (PDGFRα) antibody (BioLegend, #135909), followed by incubation with MojoSort Streptavidin Nanobeads (BioLegend, #480015). The labeled PDGFRα+ cells were separated utilizing a MojoSort Magnet. Total RNA was extracted from the sorted PDGFRα^+^ cells using TRIzol Reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer's instructions. 0.2 µg of total RNA was reverse‐transcribed into cDNA using iScript cDNA synthesis kit (Bio‐Rad, Hercules, CA) following the manufacturer's instructions. Real‐time PCR was performed using SYBR Green PCR Master Mix (ThermoFisher Scientific, Waltham, MA) according to the manufacturer's protocol to evaluate the mRNA expression levels of *Smo*. Relative gene expression was calculated using the 2^−ΔΔCt^ method with normalization to *Gapdh*. The specific primer sequences used for *Smo* amplification were: forward, 5'‐CCCTGCTGTGTGCTGTCTAC‐3'; and reverse, 5'‐GTGTGCAACGCAGAAAGTCAG‐3'.

### 4.3 Calvarial Defect Procedures

Calvarial defects were performed on the basis of our prior methods [14]. Mice were anesthetized with isoflurane (2%–3% inhaled) and treated with buprenorphine (1mg/kg, subcutaneously) for pain management. Briefly, hair overlying the calvaria was clipped, and a 1‐cm skin incision was made over the midline skull to expose the frontal bone. Next, a 1.8‐mm‐diameter, full‐thickness, circular frontal bone defect was created in the non‐suture‐associated frontal bone (right side) using a microsurgical drill and a trephine drill bit. Meticulous care was taken to protect the neighboring sutures and the underlying dura mater. Last, the skin was sutured, and the animals were monitored per established postoperative protocols. Mice were humanely euthanized after 7 or 28 d for analysis.

### 4.4 Radiographic Analyses

Skulls were fixed in 4% paraformaldehyde (PFA) for 24 h and evaluated using a high‐resolution micro‐CT imaging system (SkyScan 1275; Bruker, Kontich, Belgium). Scans were obtained at an image resolution of 12 µm and set as 1 mm of aluminum filter, x‐ray voltage of 65 kVp, anode current of 153 µA, exposure time of 218 ms, frame averaging of 2, and rotation step of 0.3°. Three‐dimensional (3D) images were then reconstructed from the 2D x‐ray projections using the commercial software NRecon software (v1.7.0.4, SkyScan). For 3D morphometric analyses of images, CTAn software (v1.16, SkyScan), CTVol (v2.0, SkyScan), and CTVox (v3.2, SkyScan) were used. For calvarial defect analysis, a cylindrical volume of interest centered around each defect site was defined as the 1.8 mm in diameter and 1.2 mm in height with a threshold value of 70–255. BV and fractional BV (BV/TV) were calculated from binary x‐ray images. BFA and defect diameter were calculated by using CTVox to create a 3D rendering of the calvarial defect and measuring by ImageJ software (version 1.5.2; National Institutes of Health, Bethesda, MD, USA). Lastly, a semi‐quantitative bone healing score from 0 to 4 was assigned by 3 blinded observers according to previous published grading scales for calvarial defect healing [50]. Briefly, the grading system was as follows: 0–no bone formation, 1–few bony spicules dispersed through defect, 2–bony bridging only at defect borders, 3–bony bridging over the partial length of the defect, and 4–bony bridging the entire span of the defect at the longest point.

### 4.5 Histology and Immunohistochemistry

Calvaria were harvested and placed in 4% PFA at 4°C for 24 h. After sequential washes in PBS x 3, samples were decalcified in 14% EDTA (1:20 volume, Sigma–Aldrich) for 14 d at 4°C. Coronal sections of the calvaria were obtained using cryosections at 20 or 50 µm thickness. Trigeminal ganglion were harvested and placed in 4% PFA at 4°C for 24 h. Coronal sections of the trigeminal ganglion were obtained using cryosections at 20 µm thickness. For cryosections, samples were cryoprotected in 30% sucrose overnight at 4°C before embedding in OCT (Tissue‐Tek 4583, Torrance, CA). Coronal sections were mounted on adhesive slides. For immunohistochemistry, sections were washed in PBS x 3 for 10 min. Sections were next permeabilized with 0.5% Triton‐X for 15–30 min. Next, 5% normal goat or donkey serum was applied for 30 min, then incubated in primary antibodies overnight at 4°C in a humidified chamber (see Table S1 for a summary of antibodies used). The following day, slides were washed in PBS, incubated in the appropriate secondary antibody for 1 h at 25°C, then mounted with DAPI mounting solution (VECTASHIELD PLUS Antifade Mounting Medium, Vector Laboratories, Burlingame, CA). Digital images of these sections were captured with 10–20 × objectives using upright fluorescent microscopy (Leica DM6, Leica Microsystems Inc., Buffalo Grove, IL) or confocal microscopy (Zeiss LSM980 FCS, Carl Zeiss Microscopy GmbH, Jena, Germany).

### 4.6 Single‐Cell RNA Sequencing Preparation

For single‐cell RNA sequencing of the calvarial defect model, cells were harvested and pooled from n = 5 biological replicates (mice) per group (Control vs. GA‐treated) to ensure adequate biological representation and to minimize individual variation.

Skulls were microdissected 7 d after defect creation. A circular segment of cranial bone, 3mm in diameter with the defect at the center, was minced and subjected to six sequential enzymatic digestions with a mixture containing collagenase type I (1 mg/mL; Worthington Biochemical Corporation, Lakewood, NJ, USA, LS004197) and collagenase type II (1 mg/mL; Worthington Biochemical Corporation, LS004177). Cell fractions (from sequential digestions 1–6) were collected and resuspended in red blood cell lysis buffer (37°C for 5 min). Digestions were subsequently filtered through 40‐µm sterile strainers. Cells were then washed in PBS and resuspended in HBSS at a concentration of ∼1000 cells/µL. Cell viability was assessed with Trypan blue exclusion on a Countess II (Thermo Fisher Scientific) automated counter and showed >85% viability. Cells were pooled for analysis and were sent to the JHMI Transcriptomics and Deep Sequencing Core. Library construction was performed using the Chromium GEM Single Cell 3′ Reagents kit v3.1 (10x Genomics) in accordance with the manufacturer's protocol. Sequencing was performed on a Novaseq 6000 (Illumina).

### 4.7 Processing and Analysis of scRNA‐seq Data

Single cell transcriptomes were obtained using Chromium GEM‐X Single Cell Gene Expression (3’ v4) assay. Raw data were processed using the Cell Ranger software suite v7.1.0 with reference genome mm10‐2020‐A, and doublets were removed using Scrublet v0.2.1. Downstream analysis steps were performed using Scanpy v1.9.8 [51]. We excluded cells with fewer than 500 unique molecular identifiers (UMIs), or more than 140 000 UMIs. Genes expressed in less than 3 cells were filtered out. Lastly, we removed cells expressing less than 200 unique genes or more than 9500 genes and cells with a mitochondrial gene content higher than 15%, which resulted in 105 and 539 cells. Then, we used Pearson residuals normalization, as implemented in Scanpy v1.9.8, and PCA transformation of normalized counts. Batch effects were corrected via Harmony [52]. Dendrograms for cell types were constructed using PCA embeddings with the complete linkage method. For the cell type annotation, neighborhood graphs were constructed using Euclidean distances on 50 PCs with 15 neighbors. We then applied Leiden clustering, which we visualized using a UMAP embedding. DEGs between clusters were identified by aggregating single‐cell counts into pseudobulk profiles per cluster and treatment group, followed by differential expression analysis using PyDESeq2 with default parameters [53]. Module scores were calculated using scanpy.tl.score_genes (Scanpy v1.9.8) with default parameters, representing enrichment of gene set expression above background.

Output BAM files were further processed by Velocyto v0.17.15 to generate LOOM files containing UMI of spliced RNA, unspliced RNA, and ambiguous as separate matrices with the default parameters for downstream and RNA velocity analysis. RNA velocity analysis was done by scVelo v0.2.5 with dynamic modeling. The calculated RNA velocity vectors were projected onto the pre‐computed UMAP embedding. Pseudotime trajectories of osteogenesis and fibrogenesis were constructed using the R package Monocle 2 v2.24.0. We collected and sorted differentially expressed genes (DEGs, top 500) in all clusters. Subsequently, the expression profile was reduced to two dimensions using the DDRTree algorithm, and the cells were sorted using these 500 DEGs to obtain a trajectory map. Pseudotime values were added in Anndata object as metadata. To assess the level of differentiation of the cell clusters, we performed additional analysis using CytoTrace with the default parameters [54]. The calculated CytoTRACE score was then embedded with UMAP into a lower‐dimensional graph. GO enrichment and KEGG of DEGs was performed using the R package clusterProfiler, with a Benjamini–Hochberg (BH) multiple testing adjustment and a false‐discovery rate (FDR) cutoff of 0.1. aPEAR was used to objectively summarize the enrichment results by using the similarity between pathway gene sets and representing them as interconnected cluster networks [55]. Single‐cell regulatory network inference and clustering (SCENIC) was used to infer active transcription factor (TF) networks. Analysis was performed using recommended parameters using the packages pySCENIC v0.12.1 and the motif databases RcisTarget and GRNboost. To integrate public trigeminal ganglion (TG) data (GSE213105) with our calvarial dataset, neuronal cells were subsetted from the public data and merged with our annotated experimental dataset using the anndata.concat function (parameters: join = ‘outer’, merge = ‘unique’). The integrated count matrix was then processed for batch correction (Harmony) and downstream visualization (UMAP and Leiden clustering) following the same computational pipeline as described above. This integrated dataset served as the foundation for subsequent neuron–bone interactome analysis. Cell communication analysis was performed using the R package CellChat v2.1.0 with default parameters on the complete combined dataset.

### 4.8 Statistical Information

Data are presented as mean ± 1 SD. Statistical analyses were performed using GraphPad Prism (version 10.6.0) or python package statannotations or R package ggpubr. The number of animals used in in vivo experiments is shown in the figure legends. For these scenarios, with at least six mice per group, a two‐sample *t* test would provide 80% power to detect effect sizes of at least 1.75, assuming a two‐sided 0.05 level of significance. The Kolmogorov‐Smirnov test was used to confirm the normal distribution of the data. A two‐tailed Student's *t* test or Wilcoxon test was used for two‐group comparisons. A one‐way analysis of variance (ANOVA) test was used for multiple groups, followed by Tukey's multiple comparisons test. ^*^ *P* < 0.05, ^**^ *P* < 0.01, and ^***^ *P* < 0.001 were defined as statistically significant.

## Funding

NIH/NIAMS R01AR079171 (AWJ), NIH/NIAMS R21AR078919 (AWJ), NIH/NIDCR R01DE031488 (AWJ), NIH/NIDCR R01DE031028 (AWJ), the Alex's Lemonade Stand Foundation 22–26743 (AWJ), the American Cancer Society DBG‐23‐1155131‐01‐IBCD (AWJ), the Maryland Stem Cell Research Foundation 2021‐MSCRFD‐5641 (AWJ), the Department of Defense USAMRAA HT9425‐24‐1‐0051 (AWJ).

## Conflicts of Interest

A.W.J. declared scientific advisory board member for Novadip LLC, consultant for Lifesprout LLC and Novadip LLC, and Editorial Board of Bone Research, Stem Cells, and The American Journal of Pathology. All the other authors declared no potential conflicts of interest.

## Supporting information

**Supporting File**: advs75389‐sup‐0001‐SuppMat.docx.

## Data Availability

The data that support the findings of this study are openly available in NCBI GEO at https://www.ncbi.nlm.nih.gov/geo/, reference number GSE266598.

# Supplementary material for: Boosting Sensory Nerve‐to‐Bone Interactions Enhances Hedgehog Mediated Calvarial Bone Repair
**Source:** Adv Sci (Weinh). 2026 Apr 20;13(40):e75389. doi: 10.1002/advs.75389
**Supplement:** Supplementary file 1 — Supporting File: advs75389‐sup‐0001‐SuppMat.docx.

Supporting Information

Boosting Sensory Nerve-to-Bone Interactions Enhances Hedgehog Mediated Calvarial Bone Repair

*Zhao Li, Xin Xing, Beicheng Du, Myles Zhou, Austin Z. Chen, Mary Archer, Chunbao Rao, Manyu Zhu, Masnsen Cherief, Aaron W. James**

**Supporting Information**

**Figure S1.**

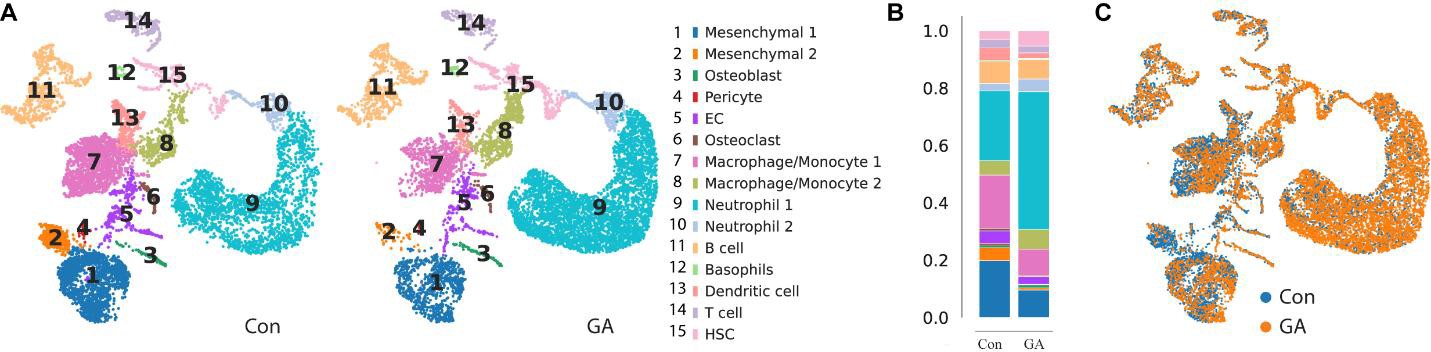

**Figure S1. Distribution of cell clusters among treatment groups mice.** C57BL/6J mice were treated with Gambogic Amide (GA) or vehicle control (Con), and frontal bone defects harvested for scRNA-Seq at 7 d post-injury. (A) Distribution of 16 cell clusters in UMAP plots from Con and GA treated mice. (B) Stacked bar plot showing the distribution of cell clusters in Con and GA treated mice. (C) Merged UMAP of cells derived Con and GA treated mice. N=17,133 total cells derived from C57BL/6J mice.

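The limits on UMIs, genes and mitochondrial share left 17129 cells of the 18040 barcodes in the matrices. Outside the limits on UMIs were 18 GA and 30 control barcodes, outside those on genes 163 and 290, and above the mitochondrial limit 179 and 442. Of the cells within the limits, 1198 predicted doublets, 660 in GA and 538 in control, were then left out.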

**Figure S2.**

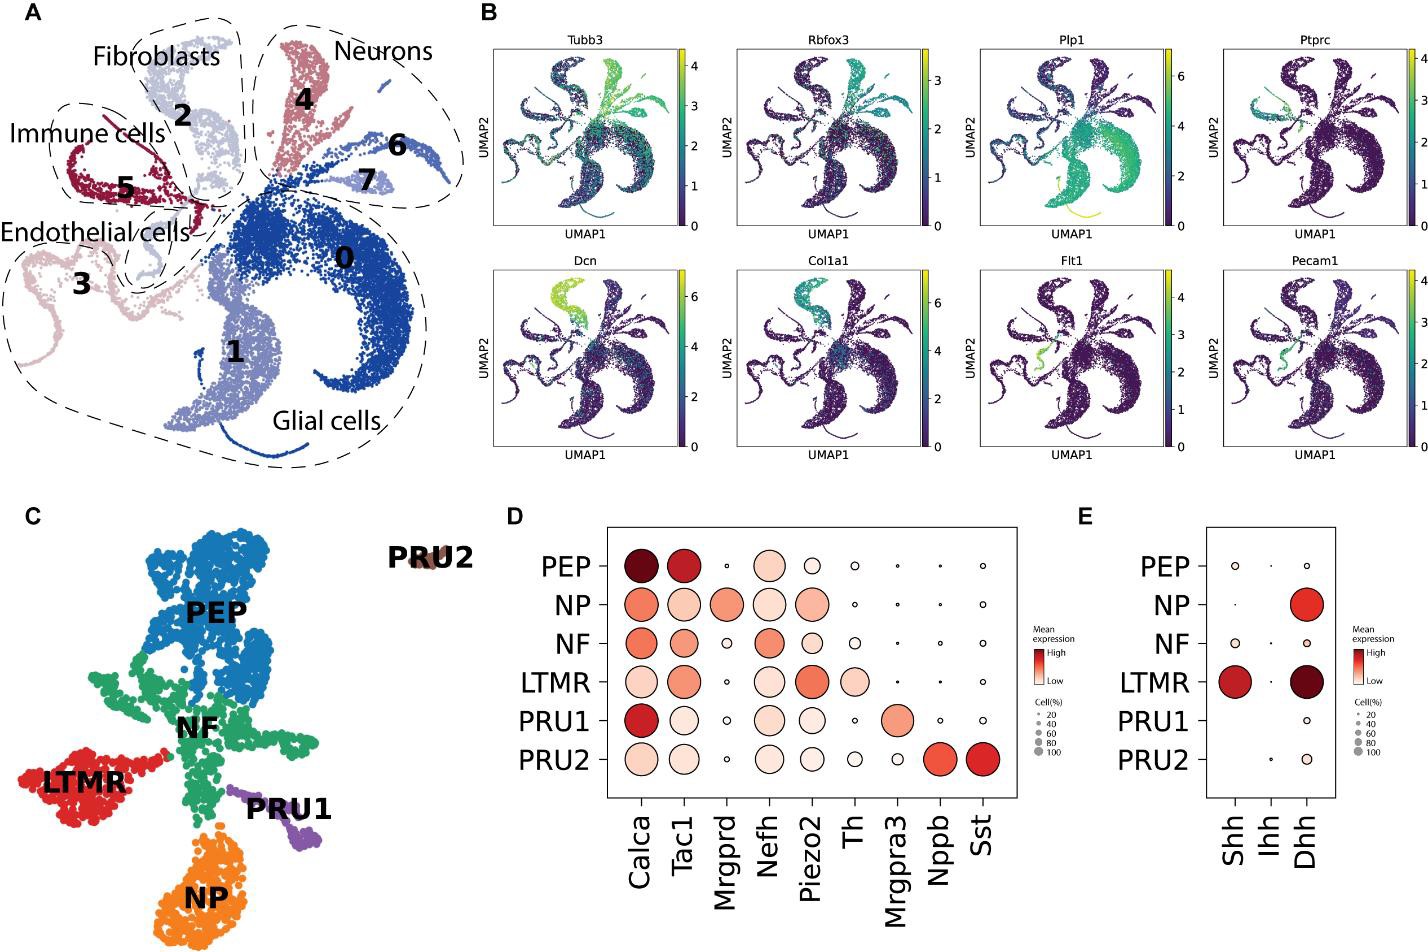

**Figure S2. Identification of cell clusters and neuron cell types in mouse trigeminal ganglion**. **A** UMAP projection of cell clusters and cell types. **B** UMAP of key marker gene expression, including neuronal (*Tubb3, Rbfox3*), glial (*Plp1*), immune (*Ptprc*), fibroblastic (*Dcn, Col1a1*), and endothelial markers (*Flt1, Pecam1*). **C** UMAP projection of neuronal subclusters. Six neuronal subpopulations including peptidergic neurons (PEP), non-peptidergic neurons (NP), large-diameter myelinated neurons (NF), low threshold mechanoreceptive unmyelinated neurons (LTMR), and pruriceptive neurons types 1 and 2 (PRU1, PRU2) were identified. **D** Dot plot of known marker genes for each neuronal subcluster. **E** Dot plot of Hedgehog pathway ligands for each neuronal subcluster. N=14,517 total cells and N=2,222 neurons analyzed.

**Figure S3.**

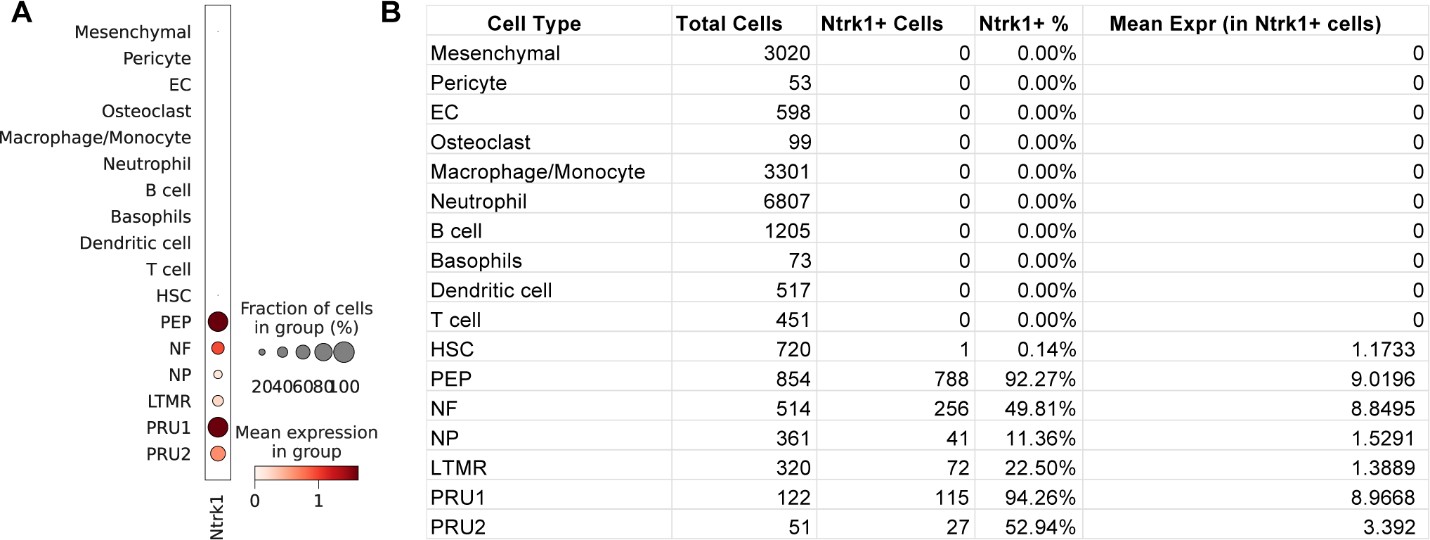

**Figure S3. Expression of *Ntrk1* in all clusters**. **A** Dot plot of the expression of *Ntrk1* in cells of the calvarial bone defect and neurons of the trigeminal ganglia. EC: Endothelial cell; HSC: hematopoietic stem cell; PEP: peptidergic neurons; NF: large-diameter myelinated neurons; NP: non-peptidergic neurons; LTMR: low threshold mechanoreceptive unmyelinated neurons; PRU1: pruriceptive (itch-sensing) subpopulations 1; PRU2: pruriceptive (itch-sensing) subpopulations

**B** Table of *Ntrk1* expression in all clusters the calvarial bone defect and neurons of the trigeminal ganglia.

**Figure S4.**

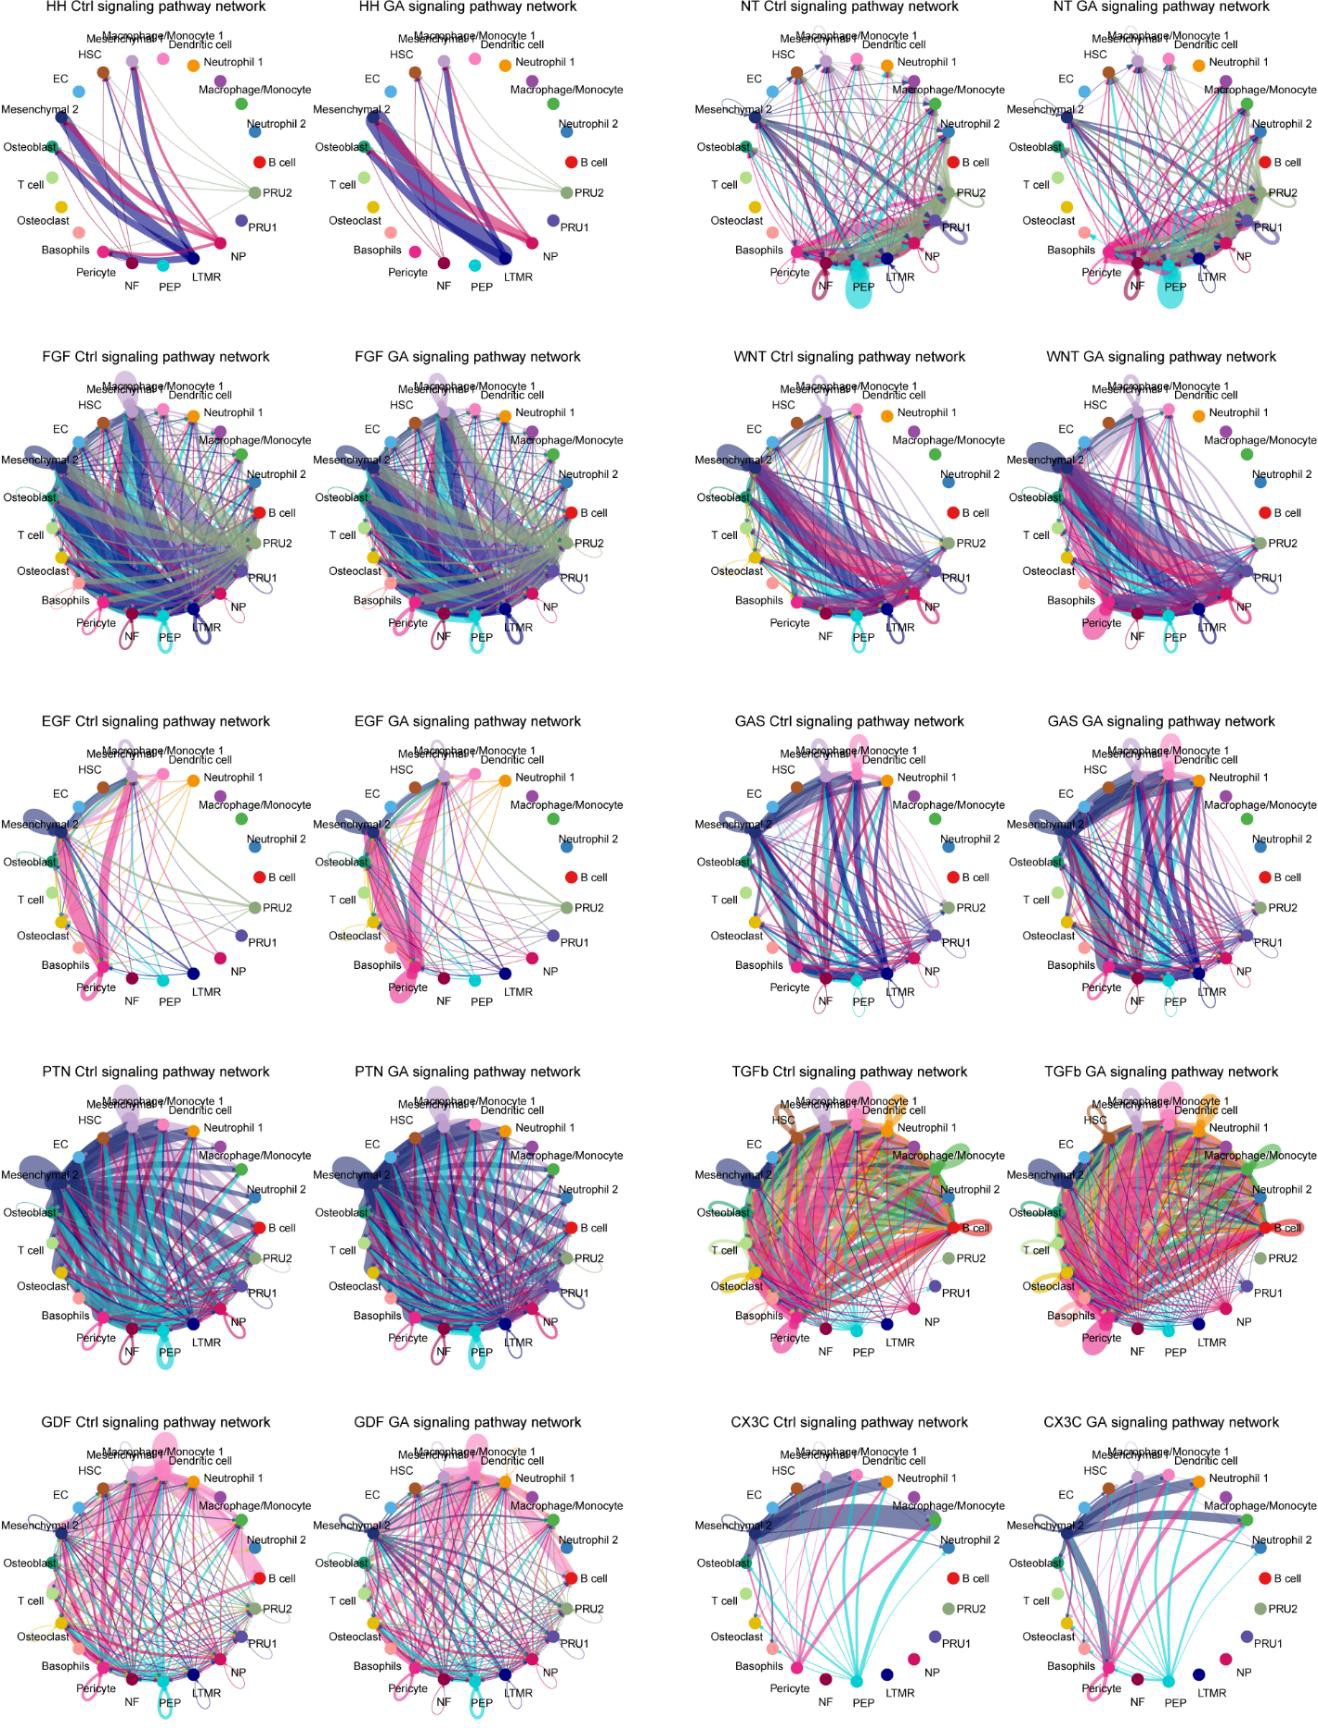

**Figure S4. Hierarchy plot compared different signaling pathway between Control and GA.** Edge colors are consistent with the sources as sender, and edge weights are proportional to the interaction strength. Thicker edge line indicates a stronger signal.

**Figure S5.**

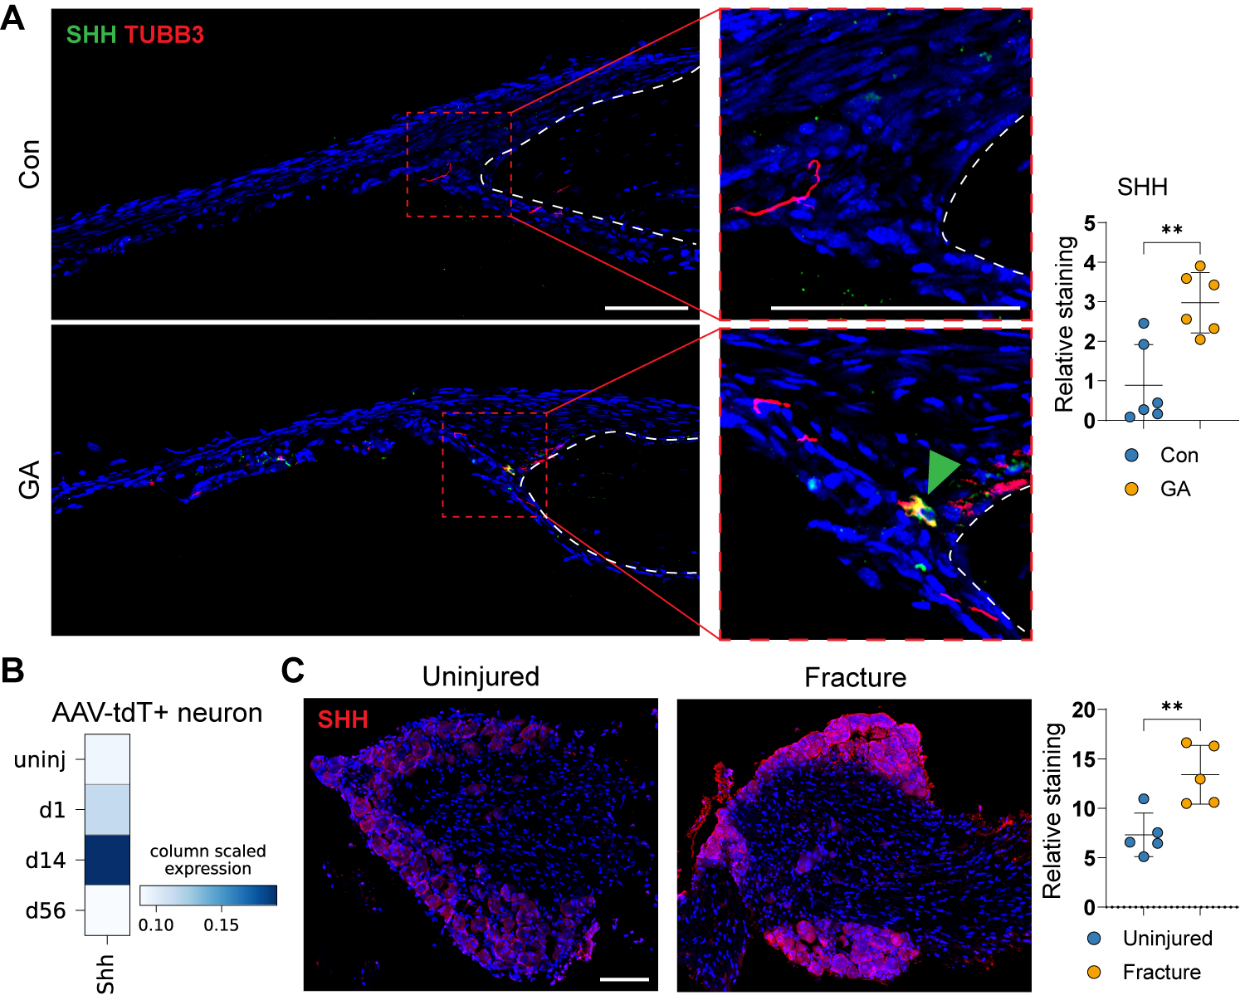

**Figure S5. Skeletal injury upregulates SHH expression in sensory neurons, which is further enhanced by gambogic amide (GA) treatment.** (A) Representative immunofluorescence (IF) images showing co-staining of SHH (green) and the pan-neuronal marker beta-III Tubulin (TUBB3, red) in the calvarial defect of control (Con) and experimental (GA) groups. Quantification of SHH relative staining intensity is shown on the right (n = 6 mice per group). Dashed white lines indicate the bone margins. The green arrowhead highlights the co-localization of SHH and TUBB3. (B) Heatmap (matrix plot) illustrating the temporal expression profile of *Shh* in skeletal-innervating (AAV-tdT+) neurons at multiple time points (uninjured, day 1, day 14, and day 56) post-injury, showing peak expression at day 14. Data adapted from published work^[24]^. (C) Immunohistochemical (IHC) staining for SHH within Dorsal Root Ganglion (DRG) sections from uninjured mice and mice 14 days post-ulna stress fracture. New staining generated from published work^[24]^. Corresponding quantification of SHH relative staining is provided (n = 5 C57BL/6J mice per group). Scale bars: 100 μm. Data are presented as mean ± SD. ***P* < 0.01 using a two-tailed Student’s t-test. Each dot represents an individual biological replicate.

**Figure S6.**

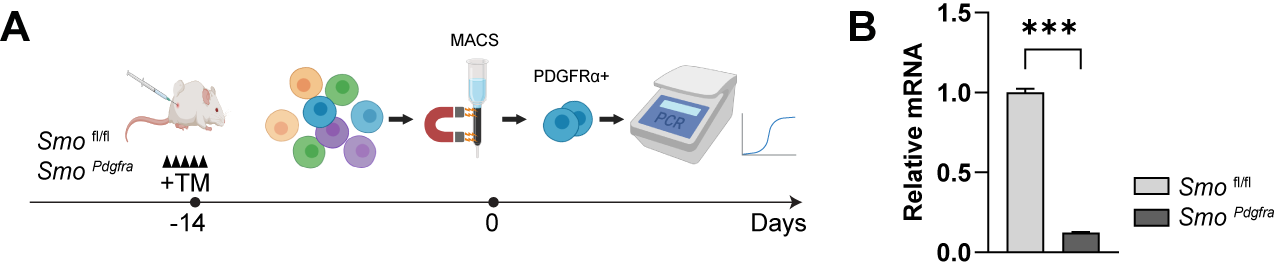

**Figure S6. Validation of *Smo* conditional deletion efficiency in calvarial *Pdgfra*+ mesenchymal cells.**

(A) Experimental schematic for the validation of genetic deletion. *Pdgfra*-Cre^ERT2^; *Smo*^fl/fl^ and *Smo*^fl/fl^ control mice received tamoxifen (TM) injections (100 mg/kg/day) for 5 days. Two weeks post-initial injection (Day 0), calvarial cells were harvested, and the PDGFRα + population was isolated via Magnetic-Activated Cell Sorting (MACS). (B) Quantitative PCR (qPCR) analysis of *Smo* mRNA expression in MACS-isolated *Pdgfra*+ mesenchymal cells, showing a significant reduction of 87.6% in the knockout group (n = 3 biological replicates per group). Data are represented as mean ± SD. ***** *P* < 0.001), assessed using a two-tailed Student’s t-test.

**Table S1.** Antibodies used.

**Table S2.** Top 40 differentially expressed genes of each mesenchymal subcluster.

**Table S3.** Top 100 significantly differentially expressed genes identified by pseudobulk analysis comparing GA and control groups across the total cells.

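Of the 100 genes of Table S3, 99 matched a gene of the matrices and 96 had a ratio, each higher in GA. The other 3 had 0 UMIs in control. The median of the paper's log2 fold changes is 2.33 and that of the recomputed log2 ratios 2.21, and 86 genes differed by less than 0.5. For the first 5 genes, the paper's value for Gm32442 is 4.34 and the recomputed ratio 4.20 (2.57–6.53) from 48 GA UMIs and 3 control UMIs. The paper's value for Ggt1 is 3.57, and for Gm15348 it is 3.52 against a recomputed 3.37 (1.31–6.52) from 18 and 2 UMIs. Slurp1 had 16 GA UMIs, 7 of them in 1 cell, and 0 control UMIs, a log2 ratio of 2.62 against a floor of 3 control UMIs and of at least 2.15 by the exact 95% limit, where the paper gives 4.34. Oosp2 had 12 and 0 UMIs, 2.20 against the floor and at least 1.68 by the exact limit, where the paper gives 3.37.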

**Table S4.** Top 100 significantly enriched Gene Ontology (GO) terms in GA compared to control groups identified by scRNA-seq analysis of the total cells.

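Of the genes of Table S5, 99 had a ratio in the mesenchymal lineage, each higher in GA, and 1 had 0 control UMIs. The median of the paper's log2 fold changes is 2.18 and that of the recomputed ratios 2.44, and 65 genes differed by less than 0.5. In stem and multilineage progenitor-like cells alone, 96 genes had a ratio, 94 of them higher and 2 lower in GA, with a median of 2.06. The table includes 15 neutrophil-specific transcripts and 9 interferon-stimulated genes of the fixed lists. For Gm32442 the paper gives 5.03 and the recomputed ratio was 5.02 (3.38–7.34), from 47 GA UMIs and 3 control UMIs. Krt6a had 4.39 (3.34–5.65; the paper's 4.42), but 48 of its 81 GA UMIs came from 1 of 4 cells. Bpifc had 35 GA UMIs, 26 of them in 1 cell, and 3 control UMIs, a ratio of 4.59 (2.92–6.94; the paper's 3.86). Krt36 had 3.75 (2.22–5.73; the paper's 3.74) from 26 and 4 UMIs. Cstdc5 had 20 and 0 UMIs, 15 of them in 1 cell, a log2 ratio of 3.78 against a floor of 3 control UMIs and of at least 3.35 by the exact limit, where the paper gives 4.88.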

**Table S5.** Top 100 significantly differentially expressed genes identified by pseudobulk analysis comparing GA and control groups across the mesenchymal lineage subpopulation.

**Table S6.** Top 100 significantly enriched Gene Ontology (GO) terms in GA compared to control groups identified by scRNA-seq analysis of the mesenchymal lineage subpopulation.

**Table S7.** Top 100 significantly differentially expressed genes identified by pseudobulk analysis comparing GA and control groups across the bone defect-associated neutrophils.

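In neutrophil-like cells 99 of the 100 genes of Table S7 were higher in GA. The median of the paper's log2 fold changes is 0.99 and that of the recomputed ratios 0.84, and 92 genes differed by less than 0.5. For the first genes of the table, the paper gives 4.14 for Wfdc17, 3.25 for Lipg and 2.73 for Ifitm1. Wfdc18 had a recomputed ratio of 4.00 (2.10–7.07) from 87 and 2 UMIs, and the paper gives 4.03. Ccl5 had a recomputed ratio of 0.30 (−0.70 to 1.42) from 37 GA UMIs and 11 control UMIs, and the paper gives 3.59.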

**Table S8.** Top 100 significantly enriched Gene Ontology (GO) terms in GA compared to control groups identified by scRNA-seq analysis of the bone defect-associated neutrophils.

**Table S9.** Top 100 significantly differentially expressed genes identified by pseudobulk analysis comparing GA and control groups across the bone defect-associated macrophages.

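In macrophage-like cells 98 genes of Table S9 had a ratio, each higher in GA, and 2 had 0 control UMIs. The median of the paper's log2 fold changes is 2.17 and that of the recomputed ratios 2.46, and 64 genes differed by less than 0.5. The table includes 7 neutrophil-specific transcripts of the fixed list. The first genes of the table rest on few UMIs. Ccm2l had 7 and 0, a log2 ratio of 1.59 against a floor of 3 control UMIs and of at least 0.89 by the exact limit, where the paper gives 4.04. Cd200r3 had 26 and 3, of which 18 were in 1 cell, a ratio of 3.48 (1.78–5.85; the paper's 3.61). Nxf2 had 11 and 1, a ratio of 3.83 (1.04–9.25; the paper's 3.55), and Akr1c18 66 and 7, a ratio of 3.60 (2.48–4.97; the paper's 3.38). Hoxa7 had 18 and 1, a ratio of 4.54 (1.87–9.92; the paper's 3.39), which was 1.44 with doublets kept.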

**Table S10.** Top 100 significantly enriched Gene Ontology (GO) terms in GA compared to control groups identified by scRNA-seq analysis of the bone defect-associated macrophages.

How the deposited data were processed for this re-analysis (not part of the article)

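Single-cell RNA-seq was measured in 2 libraries of cells from the calvarial defect, 1 from mice given GA and 1 from mice given vehicle, each pooled from 5 mice 7 days after injury. The authors deposited a matrix of counts for each library, that is, UMIs per gene and cell barcode. The file headers name Cell Ranger 7.0.1, the paper names the mouse reference used, and no normalization or filter on cells beyond cell calling was seen in the values. The GA matrix sums to 182949385 UMIs and the control matrix to 214993030 UMIs. The kept cells held 160388662 and 184414573 UMIs, with medians of 10929.5 and 16336 UMIs per cell. At this depth the exact interval of a gene's log2 ratio shrinks with its count, from several units at a few UMIs to a small fraction of a unit for the most abundant genes.

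Barcodes were kept with the paper's limits of 500 to 140000 UMIs, 200 to 9500 genes and a mitochondrial share of up to 15%, and genes with a UMI in at least 3 cells were listed. Scrublet, as built into scanpy, marked 0 GA barcodes and 32 control barcodes (0.367%) at its automatic thresholds of 0.618 and 0.376. By a rule fixed beforehand for shares under 0.5%, the barcodes with the highest scores were removed instead, at 0.8% per 1000 barcodes. This removed 660 cells within the limits from GA and 538 from control. Cells were clustered with 2000 variable genes, Pearson residuals with theta 100, 50 principal components, Harmony over the 2 libraries (theta 2, lambda 1, sigma 0.1), 15 neighbours and Leiden at resolution 1 with seed 1. Harmony was written out in NumPy after its published description. The number of variable genes and the resolution are not stated in the paper's methods for these data. Cells of the mesenchymal lineage, neutrophil-like cells and macrophage-like cells were each clustered again by the same steps.

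Clusters were named from fixed lists of marker genes, with the markers of the 5 mesenchymal populations taken from Figure 3B and Table S2. A cluster took the class whose markers had the highest mean log2 fold over the other clusters, if at least 3 of them were in 10% of its cells and 2 times higher. Among the 10 genes of largest fold, no other class could have more markers. The second class was tried where the first failed and scored within 0.5. A cluster whose depth was below 1 in 3 of the typical depth needed a marker among those 10 genes. Immune cells include the plasmacytoid dendritic-like, HSC-like and osteoclast-like clusters, and not the erythroid-like clusters. Left without a name were 49 GA cells (0.585%) and 31 control cells (0.410%), 78 (9.00%) and 207 (11.9%) cells of the mesenchymal lineage, and 432 (9.77%) and 205 (9.83%) neutrophil-like cells. The clusters of macrophage-like cells were described by their marker levels and not named.

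Counts were summed over the cells of a class in each library and divided by the class's total. Named genes are those that the paper's text, legends or figure labels name, the first 5 genes of Tables S3, S5, S7 and S9, genes of those tables in a fixed list, and, in each class compared, the 5 genes with the highest and the 5 with the lowest log2 ratio among genes with at least 200 UMIs. Some genes that meet this rule are not reported here. The 27 fixed lists were written from general knowledge and are not the lists that the paper scored. The paper's fold changes come from PyDESeq2 on pseudobulk counts, which was not run here because each condition has 1 library. For the same reason no test, p-value or count of changed genes is given. Gene positions come from the GENCODE vM21 annotation. Genes per cell were compared after thinning each cell to 2000 UMIs, which left out 158 GA cells and 199 control cells with fewer.

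The marker lists, the gene lists, the main processing and 18 alternatives to it were fixed before the data were examined. The thresholds for naming a cluster were set after the data had been seen. The median over 10 further Leiden seeds was added as an alternative after seeing the data. So was the median over 10 draws of noise of 1e-06 in the principal components, for shares of cells and for 2 macrophage clusters. The alternatives concern doublets, the mitochondrial limit, batch correction, Leiden resolution and seed, the transformation, the variable genes, the naming of cells, a minimum of 2000 UMIs, the scaling of ratios, background transcripts, thinning, the minimum count in a list and the genes or cells that enter a list.

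The steps were tested on simulated counts with known answers. Sums of genes were drawn from Poisson distributions, as the intervals assume, so their coverage is no check for UMIs concentrated in few cells. With 200 genes per class changed by 1 log2 unit, each got the right sign in all 4 classes, with a median error of 0.02 to 0.05, and 95.0% to 97.5% of their intervals held the true value. Of lists with no change, 93.0% to 99.0% lay between the 2.5th and 97.5th percentiles, and 100.0% of raised lists lay above the latter. Of 6001 simulated cells, 94.3% were named correctly. These were drawn, without doublets, from mean profiles of cells already named by the same markers. The share is therefore no test of naming in mixed cells. The true ratio of neutrophil shares of 2.25 was recovered as 2.25, that of osteoblasts of 2.46 as 2.30, and that of fibroblastic progenitors of 0.292 as 0.276. Thinning brought a ratio of 0.641 in genes per cell, made by depth alone, to 0.999.

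The tools were Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, scikit-learn 1.9.0, umap-learn 0.5.12, leidenalg 0.10.2, igraph 0.11.9 and Matplotlib 3.10.9. Trigeminal ganglion cells, RNA velocity, pseudotime, CytoTRACE, PROGENy, transcription factor activity, Gene Ontology and CellChat results were not analysed here, as they need other cells, spliced counts or gene sets that were not used. Imaging, histology and the knockout experiments were not analysed here either.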

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

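The tests that left out the 10% of cells with the highest share of a list, the share of neutrophil transcripts held by such cells, the ratios of neutrophil UMIs per cell, the 2 tests in HSC-like cells and the weighting of macrophage clusters were chosen only after the results were seen. Each condition is 1 pooled library, so any difference between the animals, the dissociations or the library preparations goes with the treatment. An effect of GA therefore stays open and untested for each pattern here.

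Interferon-stimulated genes had a median log2 ratio of 1.40 in the mesenchymal lineage and of −0.40 (−0.53 to −0.20) in HSC-like cells. The pair is given because the classes moved in opposite directions, and the difference between them was not tested. Pericyte-like cells had 0.93, dendritic-like cells 0.85 and macrophage-like cells 0.49, whereas B cell-like, erythroid-like and plasmacytoid dendritic-like cells had −0.15, −0.34 and −0.52. Neutrophil-like cells had −0.11, and 0.06 relative to the median of all genes. Osteoblast-like cells, which are part of the lineage, had −2.54 (−2.85 to −1.78) from 76 GA and 67 control cells. The 29 genes found in the matrices each had at least 20 UMIs in control mesenchymal cells, 20 did so in HSC-like cells, and 9 stand in Table S5. Without these 9, the medians were 1.06 and −0.38. The tables argue against a response confined to mesenchymal cells, since the median in macrophage-like cells was 0.49. They also argue against RNA from neutrophils as the source. The median was 1.37 (1.29–1.44) without the 10% of lineage cells with the highest share of neutrophil transcripts, and the list made up 0.107% of UMIs in GA neutrophil-like cells against 0.221% in GA mesenchymal cells. A few cells with high levels do not account for it either, as the median was 1.37 (1.26–1.44) without the 10% of cells with the highest share of the list. HSC-like cells were deeper in GA, at a median of 48985 UMIs against 24747, and 58 of 279 control cells but 0 of 407 GA cells held under 2000 UMIs. These 58 cells held 1.02% of the class's control UMIs and 112 of the list's 2669. Without them the median was −0.34 (−0.47 to −0.18), which argues against these cells as the source but not against an effect of depth in the others. Control HSC-like cells also held more stromal transcripts, with 302 UMIs of Tagln against 5 in GA, 634 against 33 of Acta2 and 531 against 56 of Mgp. Without the 10% of cells with the highest share of mesenchymal markers the median was −0.52 (−0.65 to −0.34), which argues against RNA of mesenchymal cells. Depth still differed after both tests, at medians of 48985 and 50061.5 UMIs in GA against 29871 and 26648 in control, so a different mixture of cells under this name stays open. A response to interferon that differs between cell types, a difference between the pooled mice and an effect of GA stay open.

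Immediate early and dissociation genes had a median log2 ratio of 0.39 (0.37–0.41) in the mesenchymal lineage and of −0.24 (−0.37 to −0.14) in T cell-like or NK cell-like cells. The opposite directions put this pair here, and the difference was not tested. A longer or warmer dissociation of 1 library would move the list the same way in each class. Of the 10 classes, 6 lay below 0 beyond counting error relative to total UMIs and had medians below 0 with both scalings, 4 of them beyond counting error with both. Another 3 lay above 0 beyond it with both. The highest of the other classes were 0.33 in plasmacytoid dendritic-like and 0.22 in dendritic-like cells, and the lowest −0.33 in pericyte-like cells. In macrophage-like cells, 1 of the 4, the sign changed with the processing. This argues against 1 shift shared by the classes, while a handling difference that acts on cell types in different ways could still contribute and was not tested.

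The proliferation list had a median log2 ratio of 1.73 (1.68–1.84) in macrophage-like cells and of −0.37 (−0.43 to −0.32) in the mesenchymal lineage. These directions are opposite, and the difference was not tested. Plasmacytoid dendritic-like cells had 1.65, T cell-like or NK cell-like cells 0.35 and osteoblast-like cells the lowest value, with limits of −3.66 and −2.55 over 9 genes. Over 10 further seeds, chosen after seeing the data, the value in macrophage-like cells lay between 0.92 and 1.74. With each GA macrophage cluster weighted to its share of UMIs in control, the median was 0.67. A larger share of dividing clusters in GA and a higher level within clusters cannot be told apart by this value, because it lies between the limits set for either. The clusters used for the weights were made from the same cells, which keeps it open.

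Transcripts specific for neutrophils had a summed log2 ratio of 3.09 (3.07–3.11) in the mesenchymal lineage, 0.195% of UMIs in GA and 0.0229% in control. The signal is given because it is above control for transcripts of another cell type, which the paper does not discuss in this lineage. The most abundant were S100a9, with 791 CPM in GA and 94.7 CPM in control, and S100a8, with 681 and 73.6 CPM, against 143135 and 130735 CPM in GA neutrophil-like cells. Of the 15 genes, each had at least 20 UMIs in control mesenchymal cells, 8 stand in another list and 15 in Table S5. The summed log2 ratios over 9 classes ran from −0.34 in HSC-like to 3.89 in pericyte-like cells. This range of 4.23 decides nothing, because HSC-like cells make some of these transcripts and the classes differ in depth. As the only source, free RNA from neutrophils would raise the UMIs per cell by a like ratio in the classes that do not make these transcripts. The log2 ratios of neutrophil UMIs per cell over the 8 other classes ran from 1.36 in erythroid-like to 3.78 in plasmacytoid dendritic-like cells, a range of 2.42 that argues against it as the only source. Without the 10% of cells with the highest share in each class, the log2 ratios of neutrophil UMIs per cell lay between 1.64 and 2.22, a range of 0.58 over the same 8 classes, with 1.26 in HSC-like cells. The levels were 6.54 to 29.0 UMIs per cell in GA and 1.76 to 8.49 in control, which is consistent with free RNA for this part. The 10% of GA lineage cells with the highest share held 75.5% of the list's UMIs, against 40.4% in control, and without them the log2 ratio was 1.80. This is consistent with doublets, or with neutrophils among the named cells, for the rest. Both may follow from the larger number of neutrophils in the GA library. Transcription of these genes in mesenchymal cells was not excluded.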

How the results depend on the processing

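A value counts as reversed where the reported interval excludes no change and the value lies on the other side of it, and otherwise as moved where it left the counting interval of the reported value, and the cause of a change was not tested unless the setting itself shows it. No paired analysis was possible because each condition is 1 pooled library. The median over 10 further Leiden seeds, the median over 10 draws of noise of 1e-06 in the principal components and the results for 2 macrophage clusters were chosen after seeing the data. Noise was run for shares of cells and for these clusters only. The number of cells kept had 2 values, 15818 and 17129 against 15931. For 8 ratios of shares, 88 of 96 values stayed within the interval, 7 moved and 1 reversed. For 2 macrophage clusters, 10 of 22 values stayed, 10 moved and 2 reversed. The numbers of genes detected in all cells, the mesenchymal lineage, neutrophil-like and macrophage-like cells stayed within their limits in each alternative run. For neutrophil transcripts over the classes, 3 of 12 values stayed and 9 moved. For 37 gene lists, 361 of 489 values stayed, 99 moved and 29 reversed, in 9 lists. These counts include scaling by the median of the genes' ratios, which shifts each list of a class by 1 amount and so is no separate test of each list. For 76 named genes, 878 of 1049 values stayed, 171 moved and 0 reversed. Values of the other sign numbered 55 in 16 of the lists, 29 of them the reversed ones, and 22 in 4 of the genes, whose reported intervals include 0. Ptch1 in stem and multilineage cells, for example, had −0.32 with thinning against 0.01. A minimum of 100 UMIs gave no value for the hedgehog targets, and thinning gave none for 15 of the genes, which had too few UMIs left.

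Directions held for most ratios of shares under each alternative run. The ratio of neutrophil-like shares ranged from 1.90 to 2.25, of osteoblast-like shares from 1.95 to 2.95, of fibroblastic progenitor-like shares from 0.287 to 0.354, of the mesenchymal lineage from 0.445 to 0.477 and of macrophage-like shares from 0.588 to 0.674. The immature share of neutrophil-like cells was the exception, as given below. Over single draws of noise, the osteoblast-like ratio lay between 1.95 and 3.00, with a median of 1.99, and the macrophage-like ratio between 0.573 and 0.668, so the size of the osteoblast-like ratio is loosely set by the clustering. Among macrophage clusters, the one with the most Taco1 did not keep its direction. Its ratio of 3.36 became 0.832 with a mitochondrial share of at most 10% and 0.785 with another Leiden seed, had a median of 1.08 over the further seeds and reversed in 4 of them, and lay between 0.724 and 2.91 over draws of noise. For the cluster with the most proliferation transcripts the ratio stayed above 1, from 1.54 to 3.63 over the alternatives and from 1.53 to 3.38 over single seeds. The interferon-stimulated list in the lineage ranged from 1.06 to 1.42, FGF targets from −0.51 to −0.29, WNT targets from −0.40 to −0.16 and the pro-fibrotic list in macrophage-like cells from −0.84 to −0.48.

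The values of the ratios of shares, and those of most lists, that moved or reversed are given by setting, as ratios of shares or as log2 ratios, with the reported value in parentheses at first mention. For named genes only the counts above are given. Stem cells here are those like Stem 1, Stem 2 and multilineage progenitors. Neutrophil transcripts and interferon-stimulated genes over the classes are medians over 9 and 10 classes. With doublets kept, the ratio of macrophage-like shares was 0.598 (0.666), neutrophil transcripts over the classes had 1.15 (1.85), and in stem cells the interferon-stimulated list had 1.44 (1.36) and NFkB 0.056 (−0.07). Macrophage-like cells then had 0.22 (−0.06) for immediate early genes, 0.19 (0.03) for M1, 0.053 (−0.25) for pro-inflammatory, −0.48 (−0.74) for pro-fibrotic and −0.19 (−0.55) for anti-inflammatory genes. Chemotaxis had 0.94 (0.90) and specific granule genes 1.73 (1.68) in all cells, and azurophil granule genes 0.16 (0.00) and gelatinase granule genes 0.11 (0.09) in neutrophil-like cells. A mitochondrial share of at most 10% gave 1.58 for neutrophil transcripts over the classes, and in stem cells 0.092 (−0.13) for BMP targets, 0.064 (−0.09) for TGFb targets and 0.059 for NFkB. In cells with at least 2000 UMIs, the ratio of macrophage-like shares was 0.596, and stem cells had 0.062 for BMP targets, 0.054 for TGFb targets and 0.087 for NFkB. Macrophage-like cells had 0.12 for immediate early, 0.13 for M1, 0.19 (0.03) for M2, −0.081 for pro-inflammatory, −0.56 for pro-fibrotic and −0.29 for anti-inflammatory genes there. Without batch correction, the ratio of macrophage-like shares was 0.588 and neutrophil transcripts over the classes had 1.60. Stem cells had 1.26 for the interferon-stimulated list, 0.0045 for BMP targets, 0.0011 for TGFb targets and 0.14 for NFkB, and neutrophil-like cells −0.15 for azurophil granule genes. Macrophage-like cells had 0.14 for immediate early, 0.14 for M1, −0.037 for pro-inflammatory, −0.55 for pro-fibrotic and −0.23 for anti-inflammatory genes.

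Leiden resolution 0.5 gave 1.50 for neutrophil transcripts over the classes, 0.032 for BMP targets, 0.11 for TGFb targets and 0.076 for NFkB in stem cells, and −0.69 for pro-fibrotic genes in macrophage-like cells. Leiden resolution 2 gave 1.21 (1.19) for the ratio of immune shares, 0.27 (−0.00) for hedgehog targets, and 1.36 for neutrophil transcripts and −0.13 (−0.01) for interferon-stimulated genes over the classes. Stem cells had 1.24 for the interferon-stimulated list, 0.014 for BMP targets, 0.088 for TGFb targets and 0.092 for NFkB, and neutrophil-like cells −0.089 (−0.14) for proliferation. Macrophage-like cells had −0.33 for pro-inflammatory, −0.63 for pro-fibrotic and −0.48 for anti-inflammatory genes. Another Leiden seed gave 1.61 for neutrophil transcripts over the classes, 0.042 for BMP targets, 0.077 for TGFb targets and 0.072 for NFkB in stem cells, and −0.22 for pro-inflammatory genes in macrophage-like cells. The medians over 10 further seeds were 1.61 for neutrophil transcripts over the classes and 0.014 for TGFb targets. Over single seeds, the osteoblast-like ratio lay between 1.97 and 2.32, TGFb targets reversed in 6 of 10 and NFkB in 5 of 10. With log1p of counts per 10000 UMIs, TGFb targets had 0.097 and NFkB 0.075 in stem cells, azurophil granule genes −0.82 in neutrophil-like cells, and pro-inflammatory genes −0.30 and pro-fibrotic genes −0.65 in macrophage-like cells. With the cell type markers left out of the variable genes, stem cells had 1.42 for the interferon-stimulated list, −0.51 (−0.32) for FGF targets, −0.40 (−0.19) for WNT targets and 0.081 for NFkB. Neutrophil-like cells had −1.03 for azurophil, 0.055 (0.02) for specific and 0.11 for gelatinase granule genes.

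With each cell named by its highest marker score, the ratio of neutrophil-like shares was 2.25 (1.91) of all cells and 1.82 (1.60) of immune cells, that of immature shares 0.913 (1.08) and that of immune shares 1.24. Neutrophil transcripts over the classes had 1.68, and in stem cells the interferon-stimulated list had 1.46 and NFkB 0.0024. In neutrophil-like cells, interferon-stimulated genes had 0.077 (−0.11), immediate early genes 0.0398 (−0.18), phagocytosis 0.14 (0.07), azurophil granule 0.74, specific granule −0.095, chemotaxis 0.21 (0.07) and proliferation −0.28. In macrophage-like cells, immediate early genes had 0.055, M1 0.19, M2 0.18 and anti-inflammatory genes −0.48. Scaling by the median of the genes' ratios shifts each list of a class by 1 amount. It gave in neutrophil-like cells 0.057 for interferon-stimulated genes, 0.23 for phagocytosis, 0.22 (0.05) for NADPH oxidase, 0.17 for azurophil, 0.19 for specific and 0.25 for gelatinase granule genes, 0.24 for chemotaxis, 0.027 for proliferation and 0.087 (−0.08) for apoptosis. In all cells it gave 1.00 for chemotaxis and 1.78 for specific granule genes, and in macrophage-like cells −0.075 for M1, −0.35 for pro-inflammatory, −0.84 for pro-fibrotic and −0.66 for anti-inflammatory genes. Without the genes of Table S5, the interferon-stimulated list had 1.06 (1.40) in the mesenchymal lineage and 1.07 in stem cells. Without the 10% of each class's cells with the highest share of neutrophil transcripts, these had 1.75 over the classes.

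Depth limits the results for genes with few UMIs. For Gli1 in stem cells the interval of the log2 ratio spans 0, and the first genes of Tables S3 and S9 rest on so few UMIs that only wide intervals or lower bounds are given. The lists of hedgehog, BMP and TGFb targets changed with the clusters that entered them, and their directions are not settled by these data.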

Differences from the paper's values

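The cells kept numbered 15931 against the paper's 17133, and 17129 with doublets kept. The paper states that doublets were removed with Scrublet, and whether its cells include those removed here was not tested. For Ccl5 in neutrophil-like cells the log2 ratio was 0.30 against the paper's 3.59 in Table S7, whose standard error in that table is the paper's 1.09. With doublets kept, the ratio was 3.13, within that error. Under the other alternatives set before the data were examined it lay between 0.26 and 0.47, and none of these closed the gap. For Ifitm1 in neutrophil-like cells the log2 ratio was 2.63 against the paper's 2.73, with the paper's standard error of 0.0705. Scaling by the median of the genes' ratios between the 2 libraries gave 2.80, and leaving neutrophil transcripts of the background list out of the totals gave 2.69, both within that error. The other alternatives set before the data were examined, which gave 2.46 to 3.40, did not close the gap. The median over 10 further Leiden seeds, chosen after seeing the values, closed neither gap, with 0.30 and 2.63.

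The paper states that GA enriched macrophages as well as neutrophils in the defect. The ratio of macrophage-like shares of all cells was 0.666, below 1 under each alternative run (0.588 to 0.674). Among immune-like cells without neutrophils, HSC-like and osteoclast-like cells included, it was 0.887.

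The paper states that hedgehog, FGF, WNT and BMP pathways were more active with GA in stem and multilineage cells. The fixed lists scored here are not its gene sets. The paper's case for hedgehog signaling also rests on immunostaining of GLI1 and PTCH1 and on the Smo knockout, which were not analysed here. For FGF and WNT targets, 0 of 8 and 3 of 8 genes were higher in GA, the medians were −0.32 and −0.19, and no alternative gave a value above 0. For BMP targets the median was −0.13, and it was above 0 with a mitochondrial share of at most 10% (0.09), in cells with at least 2000 UMIs (0.06), with another Leiden seed (0.04), at Leiden resolutions 0.5 and 2 (0.03 and 0.01) and without batch correction (0.00). For hedgehog targets the median was −0.00. It was above 0 at Leiden resolutions 2 and 0.5 (0.27 and 0.04), with each cell named by its highest marker score (0.16), with another Leiden seed (0.06), with the markers left out of the variable genes (0.05) and with a mitochondrial share of at most 10% (0.00). The median over 10 further Leiden seeds, chosen after seeing the values, was 0.08 for hedgehog targets and −0.03 for BMP targets.

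The paper states that Ptch1 was markedly higher with GA, without naming the cells. It also reports more PTCH1 protein by immunostaining of the defect, which was not analysed here. The log2 ratio of the Ptch1 transcript was 0.00 in the mesenchymal lineage, between 0.00 and 0.10 over the alternatives. In stem and multilineage cells it was 0.01. There it was highest in cells with at least 2000 UMIs (0.36), with a mitochondrial share of at most 10% (0.34), with another Leiden seed (0.31) and without batch correction (0.31). It was 0.27 and 0.23 at Leiden resolutions 2 and 0.5, 0.14 with the markers left out of the variable genes and 0.04 with log1p of counts. Keeping doublets, thinning each cell, naming each cell by its highest marker score and scaling by the median of the genes' ratios gave values below 0. The median over 10 further Leiden seeds, chosen after seeing the values, was 0.21. In osteoblast-like cells the ratio was 0.57 (0.03–1.11).

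The paper states that M1 and M2 markers were both lower with GA in macrophages. In the fixed M1 list 7 of 14 genes and in the M2 list 8 of 15 genes were higher in GA, and both medians were 0.03. Scaling by the median of the genes' ratios gave −0.08 and −0.07, in the paper's direction. The M2 median was also below 0 at Leiden resolutions 0.5 (−0.06) and 2 (−0.07) and with a mitochondrial share of at most 10% (−0.01). Under the other alternatives set before the data were examined both were above 0, up to 0.19.

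The paper states that macrophage subclusters shifted little between the groups. Among the 18 clusters made here, the cluster with the most Taco1 had a ratio of shares of 3.36 (2.46–4.60), and the next for Taco1 2.05 (1.50–2.81). The clusters with the most Arg1, Cd68 and Mrc1 had intervals that include 1, but the next for Arg1 had 0.668 (0.508–0.878), the next for Cd68 0.572 (0.462–0.708) and the next for Mrc1 2.28 (1.39–3.72). No alternative was run for these 6 clusters. For the cluster with the most Taco1 the ratio was below 1 with a mitochondrial share of at most 10% (0.832) and with another Leiden seed (0.785), and 1.05 at Leiden resolution 0.5, each with an interval that includes 1. Under the other alternatives set before the data were examined it lay between 1.96 and 3.67. The median over 10 further Leiden seeds, chosen after seeing the values, was 1.08. Taco1 stood at 24.2 CPM in the cluster of the main processing and at 23.8 CPM in the next. It reached 95.3 CPM with the lower mitochondrial limit and 115 CPM with another Leiden seed. Without batch correction it reached 87.9 CPM, at a ratio of 2.11. The ratio of 3.36 therefore describes no cluster set apart by Taco1. In the main processing the cluster with the most Taco1 also had the most proliferation transcripts. For the cluster with the most of those, the ratio lay between 1.54 and 3.63 under the alternatives set before, and the intervals include 1 with doublets kept (1.54) and in cells with at least 2000 UMIs (1.57).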

Other observations

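The test of keratin genes alone and the weighting of classes for the median UMIs per cell were chosen only after the results were seen.

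The neutrophil-like share of all cells was higher in GA by a ratio of 1.91. A lower yield of mesenchymal cells would raise the other classes alike. Instead, neutrophil-like cells rose by 2.87 (2.63–3.14) per macrophage-like cell, 2.10 (1.85–2.38) per B cell-like cell, 2.48 (2.03–3.03) per T cell-like or NK cell-like cell, 4.23 (3.47–5.14) per dendritic-like cell, 3.26 (2.39–4.43) per erythroid-like cell, 2.17 (1.43–3.30) per endothelial-like cell and 1.45 (1.24–1.71) per HSC-like cell. With log1p of counts, HSC-like cells numbered 304 in GA and 122 in control, against 407 and 279 here. Another 135 and 65 cells scored highest for that class but received no name. A rise per HSC-like cell is therefore not settled. The values for the other classes argue against a lower mesenchymal yield as the whole cause. More neutrophils in the defect with GA may explain them, and the paper reports more Ly6G immunostaining there with GA. A different amount of marrow or blood in the pooled tissue may also explain them, and was not tested here.

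The 15 listed neutrophil transcripts had a median log2 ratio of 1.80 over all cells. With each GA class weighted to its share of UMIs in control, the median was 0.25, or 13.7% of that size. This is consistent with the higher neutrophil share as the source of most of that signal.

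The osteoblast-like share of the mesenchymal lineage was higher in GA. If the loss of cells like fibroblastic progenitors were the whole cause, osteoblast-like cells would not rise against stem and multilineage cells. They rose by a ratio of 1.90 (1.35–2.68), from 76 per 658 cells in GA and 67 per 1105 in control. In clusters made without the markers the ratio was 2.99 (2.09–4.28), from 78 and 57 cells. The stem and multilineage total there leaves out clusters without a name. The largest of these held 164 GA and 185 control cells and the next 89 and 144. The largest was also the cluster with the most Thy1. Fewer fibroblastic progenitors may contribute but do not account for these values. An effect of GA and a difference in how bone was dissected or digested stay open and untested.

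Krtdap, a gene of keratinocytes, had 524 UMIs in 105 GA cells and 99 UMIs in 52 control cells, nearly all in the mesenchymal lineage. The keratinocyte list of 9 genes had a median log2 ratio of 0.43 (0.30–0.56) in the lineage and −0.26 over all cells, each over 5 genes. Of the list, 5 genes had at least 20 UMIs in control mesenchymal cells, 1 stands in Table S3 and 1 in Table S5. Skin cells in the GA library were a candidate explanation. Of the GA UMIs of Krtdap, 75.6% lay in cells with UMIs of at least 2 other list genes, as skin cells would give. However, cells with at least 3 list genes were found in both libraries, 138 in GA and 175 in control. None of the GA UMIs of Krtdap (0%) lay in cells with UMIs of at least 2 of the 5 keratin genes, and such cells numbered 3 in GA and 6 in control. The most abundant genes of the list were Sbsn, with 250 CPM in GA and 86.3 CPM in control in the lineage, and Krt10, with 16.9 and 12.5 CPM, while Krt5 had 1 UMI and Krt14 2 UMIs in the whole GA library. The keratin levels argue against skin cells as the source, so a mesenchymal population that makes Krtdap and Sbsn may be a candidate. It was not tested.

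The median cell held fewer UMIs in GA, by a ratio of 0.669. Of 10 classes, 5 differed between the libraries by more than a margin set beforehand, 4 of them higher and 1 lower in GA. By this count, the higher share of neutrophil-like cells, which hold little RNA, cannot be told apart from a difference in depth, because the classes that differed went both ways. With GA classes weighted to their shares of cells in control, the median was 17414 UMIs, a ratio of 1.07 to control. This is consistent with the cell mixture as the main source of the lower median.

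The sex genes Xist, Ddx3y, Eif2s3y, Kdm5d and Uty had a median log2 ratio of 0.02 over the 4 with at least 20 UMIs. Xist had a UMI in 8 cells of each library. Ddx3y had 87.6 CPM in GA and 85.3 CPM in control.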
